# RPA and Rad27 limit templated and inverted insertions at DNA breaks

**DOI:** 10.1093/nar/gkae1159

**Published:** 2024-12-03

**Authors:** Yang Yu, Xin Wang, Jordan Fox, Qian Li, Yang Yu, P J Hastings, Kaifu Chen, Grzegorz Ira

## Abstract

Formation of templated insertions at DNA double-strand breaks (DSBs) is very common in cancer cells. The mechanisms and enzymes regulating these events are largely unknown. Here, we investigated templated insertions in yeast at DSBs using amplicon sequencing across a repaired locus. We document very short (most ∼5–34 bp), templated inverted duplications at DSBs. They are generated through a foldback mechanism that utilizes microhomologies adjacent to the DSB. Enzymatic requirements suggest a hybrid mechanism wherein one end requires Polδ-mediated synthesis while the other end is captured by nonhomologous end joining (NHEJ) or by alternative end joining (Alt-EJ). This process is exacerbated in mutants with low levels or mutated RPA (*rtt105*Δ; *rfa1*-t33) or extensive resection deficiency (*sgs1*Δ *exo1*Δ). Templated insertions from various distant genomic locations also increase in RPA mutants as well as in *rad27*Δ and originate from fragile regions of the genome. Among complex insertions, common events are insertions of two sequences, originating from the same locus and with inverted orientation. We propose that these inversions are also formed by microhomology-mediated template switching. Together, we propose that a shortage of RPA, typical in cancer cells, may be a factor that stimulates the formation of templated insertions.

## Introduction

Templated insertions are a type of genome rearrangement wherein a segment of DNA is inserted into a chromosome, thereby duplicating existing genetic material. These types of copy number variations (CNVs) can lead to genetic disorders and are among the most common in cancer genomes (1,2). The inserted DNA may originate from nearby locations on the same chromosome (called hereafter local insertions) or from distant locations on the same or different chromosome (distant insertions). Templated insertions can be complex, involving multiple fragments copied from different parts of the genome (1,3). The size of templated insertions ranges from a few nucleotides to over a megabase. Multiple mechanisms have been proposed to explain templated insertions. Analysis of the junctions has demonstrated 0 to 20 nt of microhomologies, implicating several DNA double-strand break (DSB) repair pathways: nonhomologous end joining (NHEJ), alternative-end joining (Alt-EJ) and microhomology-mediated break-induced replication (MMBIR). In MMBIR, DSB ends can initiate low processivity, template switch-prone DNA synthesis at microhomologies (4,5). In a related model, one DSB end primes DNA synthesis while the other DSB end is captured by NHEJ, restoring chromosomal integrity (6). Support for such a hybrid mechanism comes from observations that DSB end mobility, Polδ, and NHEJ proteins are all necessary for at least some of the templated insertions at CRISPR/Cas9 induced events observed in cancer cells (6). However, a large fraction of the described events carry no microhomology on either DSB end, suggesting the involvement of a different polymerase than Polδ that requires initial microhomology, or that another mechanism contributes (6). A third proposed mechanism involves the capture of extrachromosomal DNA fragments at DSBs by NHEJ (3,7–9). The evidence supporting this mechanism includes microhomology typical for NHEJ at both ends of templated insertions and the requirement for key NHEJ enzymes. Various types of DNA can be captured at DSBs, including mitochondrial DNA (mtDNA), transposon cDNA and nuclear genomic DNA, as well as transformed single-stranded (ssDNA) or double-stranded DNA (dsDNA). Multiple fragments can be captured at DSBs at once, including a mixture of genomic DNA, mtDNA and transposon DNA, as reported in yeast, humans or plants (7,10–15). Additionally, Alt-EJ can result in very short local direct or inverted templated insertions, typically ranging from about 2 to 35 base pairs (bp) (16,17). These events require both PolQ and Polδ exonuclease activity to trim terminal nonhomology (18). Additionally, some models propose that specific inverted templated insertions can originate without any initial DSB, but rather from template switches within replication forks followed by extrusion of inverted ssDNA and its replication and reintegration into the genome (19).

Although the analysis of cancer genome sequences has provided a wealth of information about templated insertions, the mechanisms leading to their formation can only be inferred (e.g. (1,20)). One experimental approach to model templated insertions and identify enzymes or conditions that upregulate these events is through the sequencing of DSB repair products carrying rare, templated insertions. Templated insertions have been observed at HO endonuclease or CRISPR/Cas9 induced DSBs in yeast and humans, as well as at programmed DSBs at the V(D)J locus (3,6,9,21). Most of these events in yeast and humans are ∼50–300 bp in size. In wild-type yeast cells grown under optimal conditions, such insertions are very rare. However, in stressed stationary phase cells, they increase dramatically (9). The insertions from genomic DNA, mtDNA or transposon cDNA increase by ∼100–2000-fold, with the mtDNA and cDNA being controlled by yeast EndoG, Nuc1 (9). Templated insertions also increase in cells deficient in the 5′ flap endonuclease and helicase, Dna2. The function of Dna2 in limiting such insertions is conserved from yeast to humans and can be related to its role in processing overreplicated DNA at reversed replication forks or long 5′ flaps (3,22–24). In support of this possibility, it was recently demonstrated that overreplicated DNA at reversed replication forks can recombine across the genome, generating duplications (25). Genomic insertions observed in stationary phase cells or in *dna2*Δ mutants are not associated with deletion of the donor fragment, thus indicating a copy-paste mechanism. Inserted DNA in yeast and humans often originates from fragile regions of the genome, including telomeric and other repetitive regions, or R-loops (3,21). Microhomology-mediated templated insertions, including local inversions, have also been observed in other DSB inducible recombination assays. In these assays, regular homology driven repair was interrupted and transiently switched to microhomology driven synthesis (e.g. (26–28)).

In this study, we investigated the role of several DNA repair/replication enzymes in the regulation of templated insertions at DSBs. Specifically, we focused on proteins previously shown to regulate microhomology-mediated annealing of ssDNAs, including RPA and the RPA regulatory factor Rtt105 (29–33). Deficiency in the RPA complex is commonly observed in cancer cells experiencing replication stress, and it leads to various types of genome instability (34–36). In this study, we also investigated the role of enzymes functionally related to Dna2: the 5′ flap endonuclease Rad27, which, similar to Dna2, processes 5′ flaps during replication, and the Sgs1 and Exo1 enzymes, which promote extensive resection along with Dna2 (24,37). RPA and *rad27*Δ mutants exhibited increased levels of templated insertions and displayed specific and distinct patterns of insertions. Furthermore, we characterized different mechanisms of local and distant *de novo* templated insertions with inverted orientation. Based on our findings in the yeast model system, we propose that a shortage of RPA in cancer cells is one possible factor stimulating the formation of microhomology-mediated templated insertions.

## Material and methods

### Yeast strains

All yeast strains are JKM139 derivatives (38) (*MAT***a** DELho *hml*::*ADE1 hmr*::*ADE1 ade1 leu2-3 112 lys5 trp1*::*hisG ura3-52 ade3*::*GAL10*::*HO*) and are listed in Supplementary Table S1. All strains were constructed by transformation. The *rfa1*-t33 mutant was constructed using CRISPR/Cas9 by transforming the plasmid bYY37 carrying gRNA sequence (ATGGCAGCAACAGAACCTTC) with the plasmid bRA90 (a gift from James Haber) as the backbone and ‘rfa1-S373P’ oligo (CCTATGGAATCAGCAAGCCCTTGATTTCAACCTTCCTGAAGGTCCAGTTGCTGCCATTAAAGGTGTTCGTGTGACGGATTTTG) as the template.

### Yeast growth and DSB induction

Yeast cells were grown overnight in YPD (1% yeast extract, 2% peptone, 2% dextrose), washed twice with YP-raffinose (1% yeast extract, 2% peptone, 2% raffinose) media, inoculated into 10 mL YP-raffinose media, and incubated at 30°C overnight. When the cell density was about 2 × 10^7^/mL, 500 μL cells were spread onto YP-galactose (1% yeast extract, 2% peptone, 2% galactose, 2.5% agar) plates to induce HO expression and the DSB at *MAT***a** locus, and incubated at 30°C for 5 days. Each sample was spread on 5–7 150 × 15 mm YP-galactose plates. The number of colonies was counted. All colonies on YP-galactose plates were collected, combined, and mixed vigorously. Approximately 80 μL cells were spun down for isolating genomic DNA.

### Amplicon sequencing of DSB repair products by *Break-Ins*

Amplicon sequencing was performed as previously described (9). Standard glass beads-phenol/chloroform/isoamyl alcohol (25:24:1) method was used for isolating genomic DNA. The DNA was dissolved in water and adjusted to a concentration of 10 ng/μL. The construction of the amplicon sequencing library was adapted from Illumina's protocol #15 044 223 Rev. B. Briefly, the sequencing libraries were constructed with two rounds of PCR using KAPA HiFi HotStart ReadyMix polymerase (Roche, 7 958 927 001). For the first round of PCR, 3.2 μL genomic DNA and 0.5 μL 10 μM primers were used for a total volume of 25 μL. The forward and reverse primers targeting the *MAT***a** locus are located 11-bp upstream or 18-bp downstream of the HO cleavage site respectively, containing Illumina adapter sequence and 3 bases unique home index as described (9). The thermocycling conditions were: 95°C for 5 min; 22 cycles of 98°C for 20 s, 65°C for 30 s, 72°C for 3 min; 72°C for 10 min. After the first round of PCR, 18 μL PCR product was purified with an equal volume of AMPure XP beads (Beckman Coulter, A63880). The DNA was eluted with 52.5 μL of 10 mM Tris (pH 8.5) and used as the templates for the second round of PCR. For the second round of PCR, 5 μL template DNA, 5 μL index primer N7xx and 5 μL index primer S5xx from Nextera XT V2 Index kit (Illumina, FC-131–2001) were used for the total volume of 50 μL. The following conditions were used for the second round of PCR: 95°C for 5 min; 8 cycles of 95°C for 30 s, 55°C for 30 s, 72°C for 3 min; 72°C for 10 min. Then, the PCR product was purified with 1.2x volume of AMPure XP beads and eluted with 10 mM Tris pH 8.5. The average size of each sample was measured with TapeStation and the DNA concentration was measured with Qubit dsDNA BR Assay Kit (ThermoFisher, Q32850). Then, the DNA was diluted to a concentration of 4 nM. An equal volume of DNA from ∼20 samples was pooled into the library. The 0.2 M NaOH was used to denature the pooled library and PhiX library (Illumina, FC‐110‐3001). After diluting the libraries with pre-chilled HT1 to 12 pM, pooled library and PhiX library were mixed with the ratio 9:1, further denatured by incubating at 96°C for 2 min and immediately put in an ice-water bath for 5 min. The MiSeq and Reagent Kit v3 (600 cycles) (Illumina, MS-102–3003) were used for sequencing. The cluster density for all libraries was ∼1100 K/mm^2^.

### Analysis of insertion of transformed DNA

The 69-mer reverse-phase cartridge-purified oligo ordered from Sigma-Aldrich was dissolved to 100 μM in TE buffer. The oligo CATTGAACAACATGTTGCTGTAAGNN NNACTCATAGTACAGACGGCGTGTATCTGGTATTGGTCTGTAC contains 4-mer random nucleotides in the middle (NNNN), 8-nt inverted repeats (underlined) at the 3′ terminus with an 18-nt spacer. To analyze the insertions of transformed DNA, 10 mL cells were collected when the density reached ∼1.5 × 10^7^ cells/mL in YEP-Raffinose, washed twice with water and mixed with 240 μL 50% PEG3350, 36 μL 1M lithium acetate, 40 μL 100 μM DNA and 44 μL water to a total of 360 μL. After incubating at 30°C for 30 min followed by 42°C for 30 min, the cells were spun down, resuspended in 4.2 mL water, and spread on 150 × 15 mm YEP-Galactose plates (700 μL per plate). A total of 6 plates were spread. The plates were incubated at 30°C for 5 days. All colonies on YP-galactose plates were collected, pooled and mixed vigorously. Approximately 80 μL cells were spun down for isolating genomic DNA for amplicon sequencing as above.

### Detection of insertions from *Break-Ins* analysis

The identification of insertions is outlined in the iDSBins protocol published previously (9) (https://github.com/gucascau/iDSBins.git). Briefly, we developed iDSBquality pipeline for raw reads preprocessing using BBDuk to eliminate Phix reads and to ensure reads quality control. Subsequently, the iDSBdetection pipeline was used, integrating PEAR and BLASTN alignments for the detection of reads featuring >10-bp insertions at DSB. Leveraging the information obtained from BLASTN alignments, we introduced iDSBdeduplication to effectively eliminate redundant reads. The identification of junction indels and microhomologies, as well as the donor number and annotation were accomplished through iDSBannotation. These tailored protocols collectively constitute a comprehensive approach for the systematic identification and characterization of large insertions at DSBs.

### Feature analysis of large insertion

The feature analysis of large insertions, including R-loop, ARS, telomere, tRNA and tandem repeats, was performed using the package LargeInsertionFeature (https://github.com/gucascau/LargeInsertionFeature.git). Briefly, random control locations were generated by shuffling the real observed locations of the insertions using the algorithm BEDTools shuffle. Bedtools v2.253 was used to retrieve genomic features that overlapped with or were located close to the insertion donor sequences in the genome.

### Detection of local foldback *MAT*a insertions and distant inverted insertions

To identify local templated foldback inversions, we initially delineated the template-inverted sequence based on two inverted 10-bp long microhomologies next to the telomere-proximal DSB end. The seed sequence, consisting of the first 5 bp copied (TACTT, Figure 1B, first foldback inversion example) followed by a short *MAT***a** sequence corresponding to inverted microhomology (CAGTATA or CAGCATA), was used for scanning sequencing reads for foldback inversion. By constraining this seed sequence (TACTTCAGTATA or TACTTCAGCATA), we ensured selection of foldback inversions of 5 bp or longer. Subsequently, the scanning process extended across both PEAR merged reads and unmerged reversed reads. As occurrences were not detected in unmerged reads, our analysis exclusively focused on merged reads for subsequent analyses. Utilizing BWA mem, we mapped these reads against chromosome III, in which the *HML* and *HMR* regions have been masked. To accurately deduplicate *MAT***a** reads, analysis of CIGAR strings was performed, with special emphasis on avoiding sequencing errors at both sides of *MAT***a** regions. Insertions (I) or deletions (D) at either MAT-L (left junction) or MAT-R (right junction) regions due to sequencing errors were disregarded. Following this, we executed deduplication, measuring insertion size and read count supporting each *MAT***a** hotspot insertion. Duplicated reads were identified as those sharing identical sequences containing the inverted sequence and their upstream and downstream 5 bp. Irrespective of read number, each local foldback inversion sequence was counted as a single event. To determine the 2 bp foldback inversions, we specifically selected reads corresponding to this 2 bp, but not longer, inversions. To identify distant inversions, we screened the reads corresponding to complex insertions that contained two donor sequences from a single locus but with reverse orientations.

**Figure 1.**
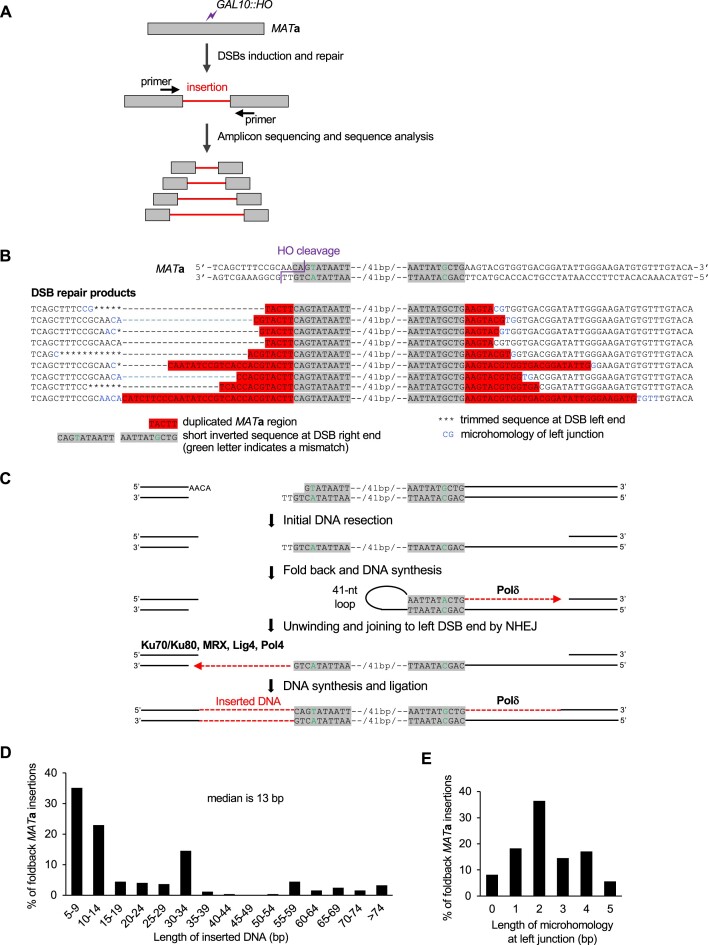
Local foldback inverted insertions at DSBs. **(A)** Scheme of the *Break-Ins* method for detecting insertions at DSBs. DSBs are induced by the HO endonuclease at the *MAT***a** locus. The DSB repair products are pooled and subjected to amplicon sequencing using the MiSeq platform. The analysis focuses on reads with >10-bp insertions at DSBs. **(B)** The inverted duplication from the region close to the HO cleavage site. Upper, the double strand *MAT***a** sequence including HO cleavage site. The HO induces DSBs with 4-nt 3′ overhangs. Lower, examples of the inverted insertions in DSB repair products copying the sequence mediated by foldback 10-bp imperfect inverted microhomology sequences with a 41-nt spacer. The sequencing data of wild-type cells are taken from a previous publication (9). **(C)** Model presenting the mechanism of local foldback inversions at DSBs. The right end of HO-induced DSBs is resected to expose 10 nt imperfect inverted microhomologies marked with grey. The ssDNA then folds back to form a hairpin with 41 nt loop, and Polδ synthesizes a short DNA. The newly synthesized DNA unwinds from the template and ligates to the left DSB via NHEJ. The other strand is synthesized and ligated. **(D)** Size analysis of the foldback inversions from WT, *sgs1*Δ *exo1*Δ, *rfa1*-t33 and *rtt105*Δ mutants combined. Foldback inversions shorter than 5 bp were not included. **(E)** Length of microhomology at left junction from WT, *sgs1*Δ *exo1*Δ, *rfa1*-t33 and *rtt105*Δ mutants combined. Foldback inversions shorter than 5 bp were not included.

### Analysis of insertions originating from transformed ssDNA

Raw reads were pre-processed with quality control and merged with PEAR v0.9.11 as described above. Reads with any substring of transformed ssDNA (e.g. CATTGAACAA, CAACATGTTG, TTGCTGTAAG, ACTCATAGTA, GTGTATCTGG, TACCAGATAC, TACTATGAGT or CTTACAGCAA) were recognized as insertions. Barcode sequences were defined between 5-bp upstream and 5-bp downstream of the barcode sequence. Perfect matches were required for these seed sequences. Thereafter, UMI features were used to distinguish between insertions with two identical and two different barcodes.

## Results

### Formation of local foldback inversion at DSBs

To study templated insertions in yeast, we employed an HO endonuclease-inducible system in which a single DSB per genome is induced at the *MAT***a** locus. This DSB cannot be repaired by homologous recombination because the strain lacks a homologous template, and both sister chromatids are cut by HO endonuclease. Instead, the DSB is repaired mostly by NHEJ (38), occasionally altering the cleavage site. An amplicon sequencing-based method, *Break-Ins*, described previously, was used to sequence DSB repair products (9) (Figure 1A). Analysis was limited to the sequencing reads that carried insertions of > 10 bp at DSBs among all repair products. 

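*Break-Ins* reads the *MAT***a** junction amplified from pooled survivors of the HO break, so that captured DNA can be traced to its donor. Lists of insertions were used for 16 genotypes. They came from 14 libraries of *rad27*Δ, 8 of *rtt105*Δ, 4 of *sgs1*Δ *exo1*Δ, 3 of *rfa1*-t33 and 3 of *rtt105*Δ *rad27*Δ. The genotypes *exo1*Δ, *lig4*Δ, *mre11*Δ, *mre11*-H125N, *pol32*Δ, *rad30*Δ, *rev3*Δ, *sgs1*Δ, *rfa1*-t33 *rad27*Δ, *rtt105*Δ *rad1*Δ and *rtt105*Δ *tel1*Δ had 2 libraries each. No list could be assigned to *yku70*Δ, and wild-type lists were not analysed here. The authors filtered the reads with BBDuk, merged and aligned them with PEAR and BLASTN, kept insertions of more than 10 bp, removed redundant reads and annotated the donors. The deposited lists give the position and strand of each donor on the R64 yeast genome, without a read count or a library. They hold 1620 donors of 24 to 487 bp, of which 1436 are the only donor of their insertion and 184 belong to 91 complex insertions. Insertions or their donors are therefore the units of the tests, and no spread between libraries could be given. Frequencies are insertions per 10000 DSB repair products, whose number was taken from Table S2 and ranged from 1223 in *lig4*Δ to 445695 in *rad27*Δ. For *rad27*Δ, that number leaves out 3 libraries labelled 37C, and the source does not state whether the pooled list holds their insertions. Intervals are exact 95% intervals and cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

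Foldback inversions at the break appear in these lists as donors on the minus strand of chromosome III that share position 294436 on R64. This position lies in the *HMR* cassette, whose sequence matches *MAT***a** there. There were 58 such donors in 14 genotypes, 35 to 169 bp long, and they are called foldback-type donors. The definition was made after the positions had been seen. Donors aligned over fewer than 24 bp are not in the lists, and the authors searched for short inversions separately in the reads.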

Previous analyses have focused on the transfer of mtDNA and transposon cDNA to the nucleus, as well as the function of Nuc1 in the degradation of these non-nuclear DNA species (9). Our aim here was to gain a better understanding of insertions originating from the nuclear genome. Analysis of over 100 000 independent DSB repair products in wild-type cells revealed local insertions originating from the right side of the DSB that varied in length from 10 to over 150 bp. All these insertions exhibited an inverted, imperfect 10 bp microhomology at the junction. This inverted 10-bp sequence naturally occurs just 2 and 53 bp from the right DSB end and is separated by 41 bp (Figure 1B). We propose that resection of the right DSB end exposes two inverted repeats that anneal to each other to form a hairpin with a loop of 41 nt. After trimming of the terminal 2 nt at the 3′ end, new DNA synthesis is followed by displacement of the nascent strand that is then ligated to the second end of a DSB (Figure 1C). We further screened the same sequencing reads for even shorter insertions from this locus and identified many more insertions of 5–9 bp (Figure 1B,D). We note that identical sequencing reads corresponding to foldback inversion in a single experiment were considered as single event; however, it is possible that multiple identical events occurred independently. Also, we cannot exclude PCR or sequencing bias and therefore some events are either underrepresented or not sequenced. Finally, it is possible that 1–4-bp insertions form by the same mechanism, but these are difficult to distinguish from other mechanisms during NHEJ. The left DSB end and the inverted sequence shared only 0–5 bp microhomology (median = 2 bp) indicating that the repair was completed by regular NHEJ (Figure 1E). In conclusion, we observed very short foldback inversions formed at DSBs, much shorter than the ones previously reported (e.g. (39)). Also, the mechanism of their formation is different, as explained below.

### NHEJ and Polδ are required for the formation of local foldback inversions

To investigate whether the formation of foldback inversions involves the proposed hybrid mechanism (Figure 1C), wherein one DSB end is extended by DNA synthesis at the hairpin, and the resulting duplicated region is unwound and captured by the second DSB end via NHEJ, we conducted an analysis of the genetic requirements for these events. First, we searched for the DNA polymerase involved in the DNA synthesis step. We found that elimination of Rev3 (Polζ) and Rad30 (Polη) had no effect on these events (Figure 2A, Supplementary Table S2). However, elimination of Pol32, a component of Polζ and a nonessential component of Polδ needed for BIR (40), completely eliminated foldback inversions. 

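Rev3 is the catalytic subunit of Polζ, and Rad30 is Polη. The *rev3*Δ list held 2 foldback-type donors, 43 and 79 bp long, a frequency of 0.332 per 10000 repair products (0.0402 to 1.20, n = 60274). In *rad30*Δ, 3 foldback-type donors were listed, a frequency of 0.911 (0.188 to 2.66, n = 32924). Neither frequency differed from that of the nuclease mutant *mre11*-H125N in Fisher's exact test (two-sided, adjusted p = 0.797 for *rev3*Δ and 0.121 for *rad30*Δ, Benjamini-Hochberg over 15 genotypes). At these counts only large differences would be detectable.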

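The *pol32*Δ list held no donor from the *MAT***a** region among 39989 repair products. A count of 0 allows a frequency of foldback-type donors of up to 0.750 per 10000 (3 counts). Both donors that were listed in *pol32*Δ were assigned to Ty elements and were 268 and 395 bp long. A difference between 0 foldback-type donors in *pol32*Δ and the count in *mre11*-H125N was not detectable at this depth (Fisher's exact test, two-sided, adjusted p = 1.00).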

Since *rev3*Δ showed no phenotype, we conclude that Polδ, rather than Polζ, is responsible for the extension of microhomology-mediated foldback structures. This finding is consistent with previous reports highlighting the important role of Polδ in stabilizing microhomologies and hairpin structures (28,31,41). Secondly, to assess the contribution of NHEJ in foldback inversion events, we analyzed rare DSB repair events in NHEJ-deficient mutants *yku70*Δ, *lig4*Δ and *mre11*Δ. To increase the number of rare Alt-EJ events, >10-fold more cells were plated in these mutants. 

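Few repair products could be sequenced from cells without DNA ligase IV or Mre11, the nuclease subunit of the MRX complex. Among 1223 repair products of *lig4*Δ, 1 foldback-type donor of 79 bp was listed. This corresponds to 8.18 per 10000 repair products, with an interval from 0.207 to 45.5. The value depends on the denominator, since its fold over *mre11*-H125N was 58.4 with repair products and 1.11 with colonies, and neither passed Fisher's exact test (adjusted p = 0.0967 and 1.00). Among 10892 repair products of *mre11*Δ, no foldback-type donor was listed, which allows a frequency of up to 2.75 per 10000 (3 counts). The 3 donors of the *MAT***a** region in *mre11*Δ lay on the opposite strand. The number of cells plated, on which the paper bases its comparison of these mutants, was not used here.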

Our analysis revealed that Yku70, Lig4, or Mre11 were nearly essential for the occurrence of foldback inversions (Figure 2B). Three remaining events likely resulted from Alt-EJ and exhibited 3- or 4-nt microhomology at the DSB end used to capture duplicated sequences. We note that primers used to amplify the repaired locus are located very close to DSB ends (11 and 18 bp); therefore Alt-EJ events involving trimming of DSB ends could not be analyzed using this experimental design. Finaly, Pol4 that is needed for most of the insertions of mtDNA, retrotransposon cDNA, and from the nuclear genome in Dna2 deficient cells or in stationary phase cells (3,9), was also important for local inverted insertions. This is consistent with the primary role of Pol4 in NHEJ and Alt-EJ that require short DNA synthesis (9,42,43). Overall, our findings support the view that both Polδ dependent DNA synthesis and NHEJ or Alt-EJ are involved in the formation of very short foldback inversions.

**Figure 2.**
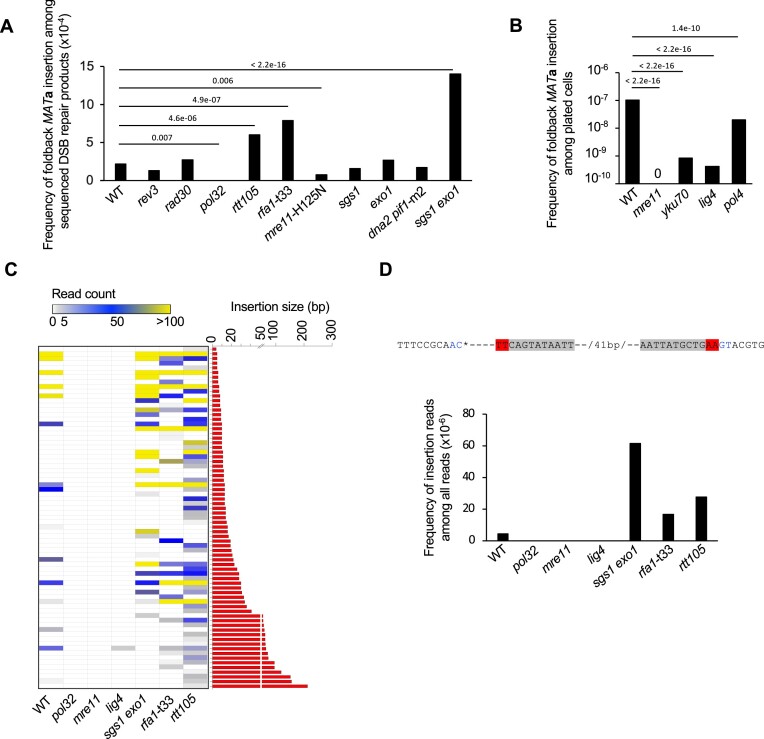
Genetic requirements for local foldback inversions at DSBs **(A)** Analysis of foldback inversions in indicated mutants. Foldback inversions shorter than 5 bp were not included. *P* values were determined using χ^2^ test; n – number of DSB repair products tested for each mutant is shown in Supplementary Table S2. **(B)** Foldback inversions in NHEJ mutants. P values were determined using χ^2^ test, n – number of cells plated is shown in Supplementary Table S2. **(C)** Size and read number distribution for foldback inversions in indicated mutants. Each row represents a specific insertion event. Some of the events have the same size but different left junctions. **(D)** Number of reads corresponding to a 2-bp foldback inversion in indicated mutants. The upper is the sequence of inverted insertion, and inverted microhomology is as shown in Figure 1B.

### Rtt105, RPA and extensive resection suppress local foldback inversions

Next, we analyzed foldback events in RPA mutants, which were previously shown to affect microhomology-mediated repair (29–33). We tested the RPA mutant strain *rfa1*-t33, which exhibits decreased DNA binding, decreased growth, and defective replication (44–46) as well as the *rtt105*Δ mutant, which has a decreased level of nuclear RPA and reduced binding of RPA to ssDNA (33,47,48). 

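Rtt105 carries RPA into the nucleus, and *rfa1*-t33 is an allele of the largest RPA subunit. In *rtt105*Δ, 21 foldback-type donors were listed, a frequency of 0.834 per 10000 repair products (0.516 to 1.27, n = 251798). In *rfa1*-t33, 8 were listed, a frequency of 1.66 (0.716 to 3.27, n = 48257). Both frequencies were higher than in *mre11*-H125N in Fisher's exact test (two-sided, adjusted p = 0.0320 for *rtt105*Δ and 0.00669 for *rfa1*-t33). Neither passed when donors with both ends within 5 bp were counted once, which left 6 in *rtt105*Δ, 5 in *rfa1*-t33 and 1 in *mre11*-H125N (Fisher's exact test, adjusted p = 0.723 and 0.0728). The fold over *mre11*-H125N then went from 5.96 to 3.41 in *rtt105*Δ and from 11.8 to 14.8 in *rfa1*-t33, on fewer donors. Foldback-type donors share an end by definition, so this count merges them by length alone and limits how many a genotype can keep. It cannot tell repeated events of the same length from duplicates, so the lost significance decides nothing. *rtt105*Δ also did not pass with colonies as the denominator (Fisher's exact test, adjusted p = 0.175). Where Rad27 was missing as well, 4 foldback-type donors were listed in *rtt105*Δ *rad27*Δ (0.387 per 10000) and 2 in *rfa1*-t33 *rad27*Δ (1.40 per 10000). Only donors of at least 35 bp enter these counts, which is the shortest foldback-type donor listed. The reference may be low for such events, so folds over it may be too high. The paper counts 11 foldback inversions among 142941 repair products of *mre11*-H125N and 22 among 101711 of wild type.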

The frequency of local foldback inversions mediated by microhomology among sequenced DSB repair products increased in both the *rtt105*Δ and *rfa1*-t33 mutant strains. (Figure 2A,C). 

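Foldback-type donors recurred at some lengths. Of the 58, 20 were 43 bp and 7 were 46 bp long, together 46.6%. Donors of 43 or 46 bp occurred in 11 genotypes, among them *rev3*Δ, *rad30*Δ, *sgs1*Δ and *exo1*Δ, and 8 of them were from *rtt105*Δ. Many of these donors are near-identical within a genotype, and with those within 5 bp at both ends counted once, 32 were left, of which 11 stood for donors of 43 or 46 bp (34.4%). As all share an end, that count removes recurrence of a length within a genotype by construction. The next most frequent lengths were 67 bp, with 10 donors in 4 genotypes, and 79 bp, with 7 donors in 7 genotypes. These are lengths of the aligned donor, which can include bases of the junction and differ from the number of inserted bases. The counts were not tested against a random distribution of lengths.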

We note that increased frequency of inverted insertions of 30–34 bp was observed in all mutants tested and is likely related to longer microhomology (AACA) matching the second end of the break (Supplementary Figure S1A). Previous studies have shown increased foldback inversions in the absence of Mre11 nuclease, which is known to process hairpin structures. Mre11 nuclease can process hairpin structures with short loops of up to approximately 8 nt and inhibits foldback inversions (39,49). Hence, the 41-nt loop here (Figure 1B,C) is unlikely to be processed by Mre11. Indeed, we found no increase in foldback inversions in the *mre11*-H125N nuclease mutant, consistent with Mre11 having no role in the cleavage of this hairpin loop (Figure 2A). 

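The *mre11*-H125N allele lacks the nuclease activity of Mre11. Its list held 2 foldback-type donors, 40 and 43 bp long, among 142941 repair products. This is a frequency of 0.140 per 10000, with an interval from 0.0169 to 0.505. No other genotype with a foldback-type donor had a lower frequency except *rad27*Δ (0.0897) and *rtt105*Δ *tel1*Δ, and neither difference passed Fisher's exact test (two-sided, adjusted p = 0.797 and 1.00). The wild-type lists were not analysed here, so the frequency in *mre11*-H125N was not set beside a wild-type count of the same donors. The paper's own counts, which include shorter inversions, are 11 of 142941 repair products in *mre11*-H125N and 22 of 101711 in wild type. From the lack of an increase, together with the size of the hairpin loop, the paper proposes that Mre11 may have no role in cleaving this loop. It also states that Mre11 nuclease promotes inverted insertions here rather than suppressing them.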

Other proteins preventing foldback inversions are Rad1 nuclease and Tel1 kinase (50,39). To investigate the potential roles of these proteins in the formation of short, inverted insertions, we constructed *tel1Δ* and *rad1Δ* derivatives of *rtt105Δ*, which exhibit higher levels of such events and thereby facilitate testing. 

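Rad1 is the nuclease subunit of Rad1-Rad10, and Tel1 is the kinase related to ATM. In *rtt105*Δ *rad1*Δ, 3 foldback-type donors were listed, a frequency of 1.21 per 10000 repair products (0.249 to 3.52, n = 24893) and 1.45 times that of *rtt105*Δ (Fisher's exact test, two-sided, p = 0.472). In *rtt105*Δ *tel1*Δ, 1 was listed, a frequency of 0.128 (0.00324 to 0.712, n = 78245) and 0.153 times that of *rtt105*Δ (Fisher's exact test, two-sided, p = 0.0410). With colonies as the denominator, the ratio for *rtt105*Δ *tel1*Δ was 0.225 and did not pass the test (Fisher's exact test, p = 0.158). With donors within 5 bp at both ends counted once, it was 0.536, with 1 donor against 6 in *rtt105*Δ, and no decrease was detectable (Fisher's exact test, p = 1.00). As that count merges foldback-type donors by length alone, it cannot decide whether they decreased. The lists of both genotypes came from a sequencing run that held no *rtt105*Δ insertions, so the run and the genotype cannot be told apart.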

Elimination of Rad1 had no impact on inverted insertions in *rtt105*Δ while *tel1*Δ decreased these events significantly (Supplementary Figure S1B). Thus, Tel1 and Mre11 nuclease do not suppress inverted insertions as observed in other systems, but rather promote it. This could be related to their role in initial resection (51,52). Additionally, we investigated the role of extensive resection enzymes Sgs1, Dna2 and Exo1 in short foldback inversions. 

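Sgs1, the RecQ helicase, and the nuclease Exo1 carry out extensive resection. The *sgs1*Δ *exo1*Δ list held 2 foldback-type donors, 40 and 65 bp long, a frequency of 0.538 per 10000 repair products (0.0652 to 1.94, n = 37156). In *sgs1*Δ, 2 were listed (0.266, 0.0322 to 0.961, n = 75160), and in *exo1*Δ, 3 were listed (0.724, 0.149 to 2.12, n = 41429). None of the 3 frequencies differed from that of *mre11*-H125N in Fisher's exact test (two-sided, adjusted p = 0.357, 0.797 and 0.169). The intervals of the 3 genotypes overlap, and donors aligned over fewer than 24 bp are outside the lists.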

We observed an increase in local foldback inversions among NHEJ products in the *sgs1*Δ *exo1*Δ mutant, while no change was seen in the single mutants *sgs1*Δ, *exo1*Δ or *dna2*Δ *pif1-m2* (Figure 2A,C). We note that a similar increase is observed when inverted insertions are calculated per number of all cells plated and normalized by viability of *rtt105*Δ and *sgs1*Δ *exo1*Δ mutant cells (Supplementary Figure S1C). The MRX complex, along with Sae2, generates a few hundred nucleotides of ssDNA (37,53), which is sufficient to expose two inverted repeats located within the first 63 bp of the break. Without extensive resection, very short ssDNA may limit RPA binding, which could further stimulate microhomology annealing. Alternatively, short 3′ ssDNA ends in *sgs1*Δ *exo1*Δ may be more stable, or short ssDNA could limit loading of Rad51 that is known to inhibit recombination between short homologous sequences or microhomologies (e.g. (41,54)).

In summary, the microhomology at the junctions and the genetic requirements for the foldback inversions described here support a model in which the two ends of a single DSB engage in distinct repair pathways. One end primes DNA synthesis at microhomology, while the other end captures a duplicated region by NHEJ or Alt-EJ (Figure 1C). The model suggesting ligation of ssDNA and dsDNA ends by NHEJ is supported by NHEJ-dependent capture of ssDNA oligonucleotides at nuclease induced DSBs in yeast and humans (3,22); however, we cannot exclude the possibility that second strand is synthesized prior to ligation. It will be of great interest to test the joining of ssDNA and dsDNA ends in *in vitro* reconstituted NHEJ in the presence of Pol4 in future studies. Our analysis focused on events with >5-nt inversions, but it is highly likely that inversions as short as 1–4 bp are formed by a similar mechanism. These shorter inversions are difficult to distinguish from typical NHEJ errors associated with deletions. To investigate them further, we compared the read number of the sequence corresponding to foldback-mediated synthesis of only 2 nt (‘TT’) in wild-type and mutant strains with higher or lower numbers of foldback inversions. We found that the read number was higher in *sgs1*Δ *exo1*Δ, *rfa1*-t33, or *rtt105*Δ mutants and absent in *pol32*Δ, *mre11*Δ or *lig4*Δ mutants. This suggests that the mechanism described here can lead to foldback inversions of just 2 nt (Figure 2D).

### Rad27, RPA and extensive resection suppress distant templated insertions

In addition to short local inverted templated insertions, we also observed distant templated insertions from all over the genome, as previously shown in Dna2 deficient cells (3,9). 

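Donors outside the *MAT***a** region were assigned to a class by their position on R64. The Ty class took donors within 400 bp of a Ty reading frame, the rDNA class donors within 500 bp of the annotated rDNA repeats, and the remaining donors on the 16 chromosomes formed the nuclear class. Donors within 700 bp of the 3 mating-type cassettes were left out, as the paper excludes insertions from *MAT***a**. These margins were set after positions had been seen. Totals for all insertions count each complex insertion once, whereas class totals count its donors separately. The nuclease mutant *mre11*-H125N, which had few insertions, served as the reference, and wild-type counts are those of the paper's Table S2. The paper marks these wild-type counts as data from an earlier publication. Sequencing runs were read from the read name kept for each insertion. The *rad27*Δ lists came from 3 runs with 53, 265 and 23 insertions, those of *rtt105*Δ from 2 runs, and those of the other genotypes from a single run each. Of the 14 *rad27*Δ libraries, 3 were labelled 23C and 3 were labelled 37C, and the pooled lists do not separate them.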

Besides the mutants tested above, we also looked in *rad27*Δ as it processes 5′ flaps during lagging strand synthesis like Dna2 (e.g. (24,55)). Templated insertions from across the genome increased by approximately 10–30-fold in *rfa1*-t33, *rtt105*Δ, *rad27*Δ, and *sgs1*Δ *exo1*Δ mutants, but not in *sgs1*Δ, *exo1*Δ, or *mre11*-H125N mutants (Figure 3A–C, Supplementary Table S2). 

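Insertions from outside *MAT***a** were more frequent in *rtt105*Δ, *rad27*Δ, *rfa1*-t33 and *sgs1*Δ *exo1*Δ than in *mre11*-H125N. The lists held 560 insertions in *rtt105*Δ (22.2 per 10000 repair products, 20.4 to 24.2) and 328 in *rad27*Δ (7.36, 6.58 to 8.20). They held 40 in *rfa1*-t33 (8.29, 5.92 to 11.3) and 76 in *sgs1*Δ *exo1*Δ (20.5, 16.1 to 25.6). Over the wild-type frequency from the paper's counts, these are 28.3-fold, 9.36-fold, 10.5-fold and 26.0-fold increases. Per 10000 colonies, *rad27*Δ had 5.46 insertions, and 4.00 if the colonies of the libraries labelled 37C are counted too (9.62-fold over *mre11*-H125N). Of the single resection mutants, *sgs1*Δ had 42 insertions (5.59, 4.03 to 7.55), 7.10-fold over the paper's wild-type count, and *exo1*Δ had 9 (2.17, 0.993 to 4.12), 2.76-fold over it. In *mre11*-H125N, 6 were listed (0.420, 0.154 to 0.914).

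In Fisher's exact test against *mre11*-H125N (two-sided, Benjamini-Hochberg over 15 genotypes), the adjusted p was 4.00e-98 for *rtt105*Δ, 6.12e-31 for *rad27*Δ, 5.15e-18 for *rfa1*-t33, 2.53e-44 for *sgs1*Δ *exo1*Δ, 8.25e-14 for *sgs1*Δ and 0.00317 for *exo1*Δ. Against the paper's wild-type count, the adjusted p was 5.70e-09 for *sgs1*Δ, 0.0995 for *exo1*Δ and 0.411 for *mre11*-H125N over 16 comparisons. That wild type came from an earlier publication, so study and genotype cannot be told apart in these comparisons. *mre11*-H125N and *sgs1*Δ were sequenced in a run that also held part of the *rad27*Δ insertions. A frequency within a run could not be computed, because the number of repair products per run is not in the lists.

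**Figure D1:**
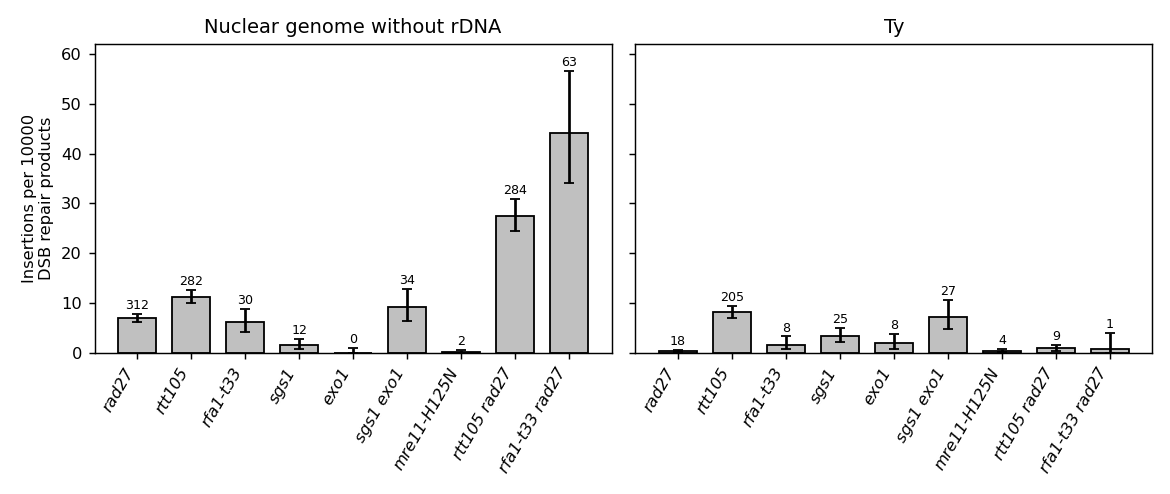
Frequency of donors from the nuclear genome without rDNA (left) and from Ty elements (right) per 10000 DSB repair products in 9 genotypes. Bars give the frequency, error bars the exact 95% interval and the numbers above the bars the donors counted. Nuclear donors reach 63 in *rfa1*-t33 *rad27*Δ, the genotype with the highest frequency, and 205 Ty donors lie in *rtt105*Δ.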

Interestingly, Sgs1 and Rtt105 were found to suppress insertions from Ty cDNA, which might be related to their role in controlling Ty transposition (56,57). 

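Ty donors were more frequent in *rtt105*Δ, *sgs1*Δ and *sgs1*Δ *exo1*Δ than in *mre11*-H125N. In *rtt105*Δ, Ty elements gave 8.14 donors per 10000 repair products (7.07 to 9.33, n = 205 donors), 29.1-fold over *mre11*-H125N. In *sgs1*Δ, Ty donors reached 3.33 per 10000 (2.15 to 4.91, n = 25), 11.9-fold over *mre11*-H125N, and made up 58.1% of all donors outside *MAT***a**. *sgs1*Δ *exo1*Δ had 27 Ty donors, a frequency of 7.27 (4.79 to 10.6). Ty donors were also above *mre11*-H125N in *rfa1*-t33 (5.92-fold, 8 donors) and *exo1*Δ (6.90-fold, 8 donors). In *rad27*Δ, the 18 Ty donors gave 0.404 per 10000, 1.44-fold over *mre11*-H125N. *rtt105*Δ *rad27*Δ had 0.871 per 10000, *rtt105*Δ *tel1*Δ 1.02 and *rtt105*Δ *rad1*Δ 0 of 24893 repair products, and none of the 3 shared a sequencing run with *rtt105*Δ.

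Fisher's exact test (two-sided, adjusted over 15 genotypes) gave p = 2.89e-33 for *rtt105*Δ, 6.44e-08 for *sgs1*Δ, 3.00e-14 for *sgs1*Δ *exo1*Δ, 0.00891 for *rfa1*-t33, 0.00497 for *exo1*Δ, 0.852 for *rad27*Δ, 0.114 for *rtt105*Δ *rad27*Δ and 0.0814 for *rtt105*Δ *tel1*Δ. Within the run shared by *sgs1*Δ, *mre11*-H125N and *rad27*Δ, Ty donors were 25 of 43 donors in *sgs1*Δ, 4 of 7 in *mre11*-H125N (57.1%) and 5 of 61 in *rad27*Δ (8.20%). These shares depend on the number of nuclear donors as well, and do not measure the frequency of Ty capture.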

We have plotted insertions of Ty1 cDNA from *rtt105*Δ that showed the highest number of these events (*n* = 98). As previously observed, most insertions originate from 3′ LTR region (supplementary Figure S2A) (8,58).

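The Ty donors of *rtt105*Δ mapped to 23 elements, and 191 of them lay in Ty1 and 14 in Ty2. Of the Ty1 donors, 81 overlapped a long terminal repeat (42.4%, 35.3 to 49.8), and 110 lay in the internal part (57.6%). The LTR upstream of the gag reading frame held 57 Ty1 donors (29.8%) and the LTR downstream of pol held 24 (12.6%). The Ty1 element at YPL257W-B, from 56748 to 62016 on chromosome XVI of R64, held 95 Ty donors, and that at YPR137C-B, from 805001 to 810269 on the same chromosome, held 26. Donors lay on the strand of the element in 110 of 205 cases (53.7%, 46.6 to 60.6). The LTRs of an element are nearly identical, as are many Ty1 copies, so the alignment cannot tell the 5′ from the 3′ LTR or settle which copy served as the donor.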

**Figure 3.**
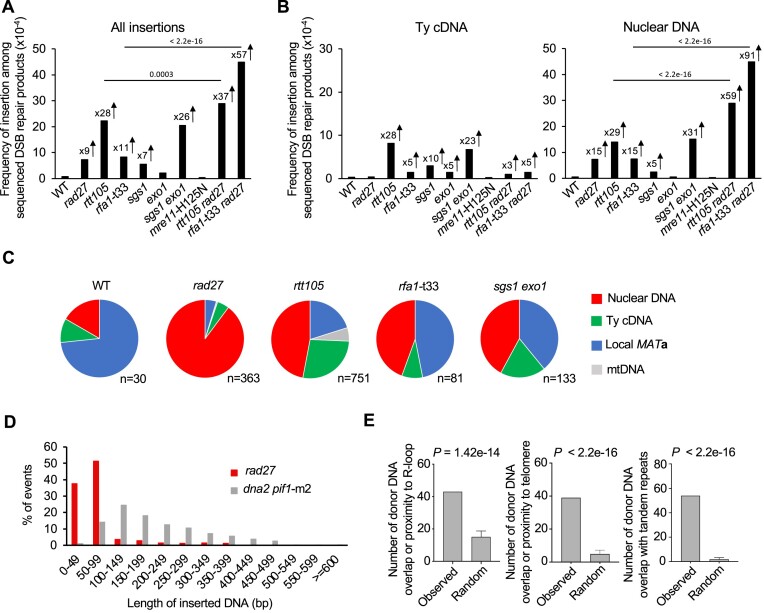
RPA and Rad27 suppress distant templated insertions **(A, B)** Analysis of templated insertions in indicated mutants. Change in frequency of all insertions **(A)** and insertion of Ty cDNA or nuclear genome **(B)** among sequenced DSB repair products are shown. The insertions from *MAT***a** locus are excluded. *P* values were determined using χ^2^ test; n – number of DSB repair products tested for each mutant is shown in Supplementary Table S2. **(C)** Pie charts representing distribution of insertion donor DNA in indicated mutants. **(D)** Size distribution of DNA inserted in *rad27Δ* mutant and *dna2Δ pif1*-m2 mutant. The data of *dna2Δ pif1*-m2 mutant are taken from a previous publication (9). Complex insertions and *MAT***a** insertions were not included in the analysis. **(E)** Feature analysis of inserted DNA in *rad27Δ* mutant. *P*-values were calculated using a one-sided permutation test. Proximity is defined as a sequence within 0.2 kb from the R-loop, within 1 kb from telomere and the overlap with tandem repeats indicates at least 1 bp overlap.

The *rad27*Δ cells exhibited a 15-fold increase in insertions from the nuclear genome. This demonstrates the much higher sensitivity of *Break-Ins* analysis compared to previous analyses of a limited number of individual NHEJ products, which showed no insertions greater than 10 bp in *rad27Δ* cells (3). 

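In *rad27*Δ, 328 donors came from the nuclear genome including rDNA. Their frequency was 35.1-fold over *mre11*-H125N and 15.0-fold over the wild-type frequency from the paper's counts. Without rDNA, 312 nuclear donors were listed, 7.00 per 10000 repair products (6.25 to 7.82). This is 50.0-fold over the 2 nuclear donors of *mre11*-H125N, and nuclear donors were 88.4% of the donors outside *MAT***a** in *rad27*Δ. Fisher's exact test against *mre11*-H125N (two-sided, adjusted over 15 genotypes) gave p = 1.01e-34 with rDNA and 3.68e-34 without it. As *mre11*-H125N had so few nuclear donors, the size of this fold is uncertain.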

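The rDNA array on chromosome XII gave 16 donors in *rad27*Δ, 0.359 per 10000 repair products (0.205 to 0.583). They were 4.53% of the donors outside *MAT***a** (2.61 to 7.26). The corresponding share was 10.5% in *rtt105*Δ (63 donors), 11.6% in *rfa1*-t33 (5 donors) and 13.6% in *sgs1*Δ *exo1*Δ (11 donors). Of the rDNA donors of *rad27*Δ, 4 insertions came from 453063 to 454204 on R64, within the 25S rRNA gene. The frequency in *rad27*Δ was 5.13-fold over that of *mre11*-H125N, where 1 rDNA donor was listed, and did not pass Fisher's exact test (two-sided, adjusted p = 0.228). Lists of Dna2-deficient cells were not analysed here.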

Unlike in Dna2 deficient cells, very few insertions originated from rDNA (Figure 3B, Supplementary Table S2). These insertions are templated (copy-paste), as we observed the expected number of insertions originating from essential genes (Supplementary Figure S2B). Deletions within essential genes are expected to be lethal and, therefore, not detected by *Break-Ins*. 

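Insertions in *rad27*Δ were short. The median length of 303 single-donor insertions outside *MAT***a** was 64 bp (interquartile range 51 to 75 bp). In *rad27*Δ, 258 of them were shorter than 100 bp (85.1%, 80.6 to 89.0) and 62 were shorter than 50 bp (20.5%, 16.1 to 25.4). The median was 148 bp in *rtt105*Δ (n = 520), 130 bp in *rfa1*-t33 (n = 37) and 148 bp in *sgs1*Δ *exo1*Δ (n = 72). In the genotypes that also lacked Rad27 it was 70 bp in *rtt105*Δ *rad27*Δ (n = 288) and 103 bp in *rfa1*-t33 *rad27*Δ (n = 61).

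The difference of medians, *rad27*Δ minus the other genotype, was -83.5 bp for *rtt105*Δ, -66.0 bp for *rfa1*-t33 and -83.5 bp for *sgs1*Δ *exo1*Δ. Each had p = 1.00e-05 in a two-sided permutation test with 100000 resamples, the smallest p these can give (adjusted p = 1.40e-05 over 7 comparisons). *rad27*Δ was also shorter than *rtt105*Δ *rad27*Δ, with a difference of -6.00 bp (adjusted p = 0.00286), but without the largest *rad27*Δ run the difference was -1.0 bp (p = 0.892). Within shared runs, the median was 73.5 bp in *rad27*Δ against 162 bp in *rtt105*Δ (p = 0.0306, permutation test), and 63.0 bp in *rad27*Δ against 161 bp in *sgs1*Δ (p = 1.00e-05, permutation test).

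**Figure D2:**
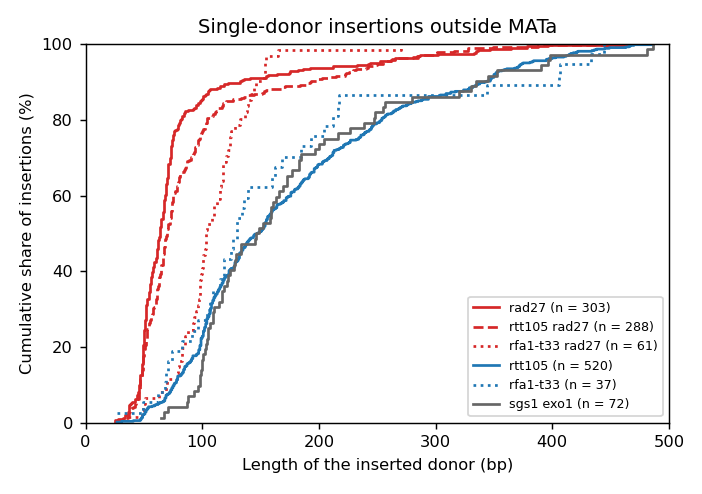
Cumulative share of single-donor insertions outside *MAT***a** (percent, vertical axis) up to a given donor length (bp, horizontal axis) in 6 genotypes. Each line is a genotype, with n insertions, and the *rad27*Δ line passes 85.1% below 100 bp.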

Nearly all inserted DNA fragments are shorter than 100 bp, with a median size of 88 bp, and about 40% are shorter than 50 bp. This contrasts with *dna2*Δ mutants, in which most insertions (>85%) are longer than 100 bp, with a median size of 187 bp (Figure 3D). The size of inserted DNA in *rad27*Δ corresponds to the size of 5′ flaps observed in *rad27*Δ cells by electron microscopy (24). Thus, alternative processing of 5′ flaps left in *rad27*Δ cells may be the source of fragments that are inserted at DSBs. Analysis of 310 insertions in *rad27*Δ cells originating from throughout the genome shows that inserted DNA often overlaps with microsatellite DNA (1–12 nt repeat) (Figure 3E) or comes from within or next to telomeric repeats. 

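Of 265 single-donor nuclear insertions in *rad27*Δ (rDNA and Ty left out), 9 lay within 1 kb of a chromosome end. Random placements of the same lengths gave 0.716 on average, so that donors near chromosome ends were 12.6-fold more frequent. At 5 kb, 16 donors lay near an end, 4.51-fold over random placement. tRNA genes, which slow replication forks, had 7 donors within 0.2 kb, against 3.30 at random (2.12-fold). Donors lay between genes in 82 cases (30.9%, against 22.7% at random). Donors in genes with internal repeats were found in *FLO1* (chromosome I, 206260 to 206306), *FLO5* (chromosome VIII, 528072 to 528141) and *SED1* (chromosome IV, 601427 to 601490), which encode cell wall proteins. Highly transcribed genes with a donor were *RPL19A*, *SSA2* and *SSB2*. Of the lists fixed beforehand, subtelomeric genes had 12 donors, the hexose transporter genes none and the snoRNA genes none.

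The one-sided permutation test with 10000 random placements gave an adjusted p of 2.00e-04 for chromosome ends, from the smallest p the placements can give, and 0.0502 for tRNA genes (over 2 features). Over 6 gene groups, only the intergenic share passed (adjusted p = 0.00840), and it no longer passed when donors merged within 500 bp were counted once (1.23-fold, p = 0.197). Chromosome ends were taken from the annotation and the donors themselves, so a true right end may lie further out and counts near ends may be too high. With left ends alone, which do not depend on donors, 5 donors lay within 1 kb (13.8-fold). Tandem repeats and R-loops were not analysed here.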

Rad27 activity is important for maintaining the stability of telomeric repeats and microsatellite DNA sequences (59–61), indicating that the inserted DNA might originate from loci most vulnerable to replication problems in *rad27*Δ. 

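Across *rad27*Δ, *rtt105*Δ, *rfa1*-t33, *sgs1*Δ *exo1*Δ and both double mutants, nuclear loci recurred as donors, with donors merged within 500 bp. The locus with the most insertions lay at 556837 to 557172 on chromosome VIII of R64, with 6 insertions in *rad27*Δ, 4 in *rtt105*Δ *rad27*Δ and 1 in *rtt105*Δ. It lay 4875 bp from the last annotated or listed position of that chromosome, and the true end may lie further out. On chromosome XII, 1064990 to 1065361 held 6 insertions in *rad27*Δ and 4 in *rtt105*Δ *rad27*Δ. A locus within *UBP14*, a ubiquitin-specific protease gene, from 353592 to 353686 on chromosome II, held 5 insertions in *rad27*Δ and 4 in *rtt105*Δ *rad27*Δ. On chromosome X, 639921 to 640051 within YJR115W held 2 insertions in *rad27*Δ, 3 in *rtt105*Δ *rad27*Δ and 1 in *rtt105*Δ. Beside the tRNA gene *SUP6* on chromosome VI, 210328 to 210460 held 1 insertion in *rad27*Δ, 5 in *rtt105*Δ *rad27*Δ and 1 in *rfa1*-t33 *rad27*Δ. In *rad27*Δ, the loci on chromosomes VIII and II were found in 2 sequencing runs and that on chromosome XII in 3. Positions may be off by 1 bp, since the lists do not state how they count, and the choice of loci by their counts allows no test.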

Three examples of the hotspots of the inserted DNA are shown (Supplementary Figure S2C). Inserted DNA also originated from previously mapped R-loops, consistent with the possible role of Rad27 in genome stability at R-loop generating loci (62).

We identified a combined total of 321 insertions from the nuclear genome in *rtt105*Δ and *rfa1*-t33 mutants, and these insertions also originated preferentially from fragile and repetitive sites of the genome (see Supplementary Figure S3). 

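In *rtt105*Δ and *rfa1*-t33 together, 282 and 30 nuclear donors without rDNA were listed, of which 265 were single-donor insertions. Of these, 11 lay within 0.2 kb of a tRNA gene, against 3.85 at random (2.86-fold), and 33 lay within 1 kb of one (2.52-fold). Chromosome ends had 2 donors within 1 kb, against 0.704 at random (2.84-fold). Donors lay between genes in 79 cases (29.8%, against 18.4% at random). Among the single-donor insertions of *rtt105*Δ, the cell wall genes *FLO1*, *FLO9* and *FLO11* held 1 donor each, and the highly transcribed genes *CDC19*, *RPL17B*, *RPL4B* and *RPS1B* held 1 each. The snoRNA genes *SNR67* and *SNR86* also held 1 donor each. Complex insertions added 2 donors in *FLO1*, both of a single insertion, and 1 in *TIR4*.

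In the one-sided permutation test, the adjusted p was 0.00380 for tRNA genes and 0.156 for chromosome ends (over 2 features). Of the 6 gene groups, the intergenic share had an adjusted p of 6.00e-04, from the smallest p of the placements, and the other 5 groups did not pass, with subtelomeric genes at 1.28-fold and cell wall genes at 2.29-fold. Replication origins and tandem repeats were not analysed here. LTR copies away from a Ty reading frame fall into the nuclear class. Donors aligned to such copies may therefore add to the tRNA and intergenic counts, which was not tested.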

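*sgs1*Δ *exo1*Δ had 34 nuclear donors without rDNA. No nuclear locus outside rDNA and Ty held 3 or more insertions in this genotype. The loci that recurred were Ty elements, led by that at YPL257W-B with 6 insertions, and the rDNA, where 5 insertions came from 460022 to 460510 on chromosome XII. The nuclear single-donor insertions (n = 33) had a median length of 145 bp. All came from a single sequencing run, and no test of genome features was made on them.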

We note that 45 insertions from *sgs1*Δ *exo1*Δ were not sufficient to establish the features of DNA inserted from the genome. Furthermore, the double mutants *rfa1*-t33 *rad27*Δ or *rtt105*Δ *rad27*Δ showed an additive effect on insertion level, suggesting that RPA and Rad27 operate in different pathways to prevent templated insertions at DSBs. 

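Both double mutants had more insertions than their single mutants. *rtt105*Δ *rad27*Δ had 299 insertions, 28.9 per 10000 repair products (25.7 to 32.4), which is 1.30-fold over *rtt105*Δ and 3.93-fold over *rad27*Δ. *rfa1*-t33 *rad27*Δ had 64, a frequency of 44.9 (34.6 to 57.3), which is 5.42-fold over *rfa1*-t33 and 6.10-fold over *rad27*Δ. The frequency in *rtt105*Δ *rad27*Δ was 0.977 times the sum of its single mutants (0.853 to 1.11), and that in *rfa1*-t33 *rad27*Δ was 2.87 times the sum (2.09 to 3.83). For nuclear donors without rDNA, the ratios to the sum were 1.51 (1.31 to 1.74) and 3.34 (2.43 to 4.50). Ty donors of *rtt105*Δ *rad27*Δ, 9 in number, were 0.102 times the sum (0.0421 to 0.177), and its 16 rDNA donors were 0.541 times the sum (0.285 to 0.880), but 0.734 times with colonies as the denominator (0.386 to 1.19).

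Fisher's exact test (two-sided) of *rtt105*Δ *rad27*Δ gave p = 3.01e-04 against *rtt105*Δ and 2.72e-60 against *rad27*Δ, and that of *rfa1*-t33 *rad27*Δ gave p = 2.93e-17 against *rfa1*-t33 and 3.09e-27 against *rad27*Δ. Intervals of the ratios come from 100000 parametric Poisson draws. The double mutants shared no sequencing run with *rad27*Δ or *rtt105*Δ, and *rfa1*-t33 *rad27*Δ shared none with *rfa1*-t33 either. With colonies as the denominator, *rtt105*Δ *rad27*Δ was 1.31 times the sum, and with the product of the folds as the expectation the ratios fell below 1 (0.139 for *rtt105*Δ *rad27*Δ and 0.579 for *rfa1*-t33 *rad27*Δ). From the higher level in the double mutants, which it calls additive, the paper proposes that RPA and Rad27 act in different pathways that prevent templated insertions.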

In conclusion, templated insertions are common in mutants defective in nucleases processing 5′ flaps, Rad27 or Dna2, as well as in RPA mutants.

### Distant inverted repeats are increased in *rad27*Δ and RPA mutants

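Complex insertions, which join at least 2 donors, made up a similar share in the single mutants. In *rad27*Δ they were 25 of 328 insertions (7.62%, 4.99 to 11.0), in *rtt105*Δ 40 of 560 (7.14%, 5.15 to 9.60) and in *rfa1*-t33 3 of 40 (7.50%, 1.57 to 20.4). *sgs1*Δ *exo1*Δ had 4 of 76 (5.26%). The share was 3.68% in *rtt105*Δ *rad27*Δ (11 of 299) and 4.69% in *rfa1*-t33 *rad27*Δ (3 of 64). Fisher's exact test (two-sided) against *rad27*Δ gave p = 0.791 for *rtt105*Δ and 0.0391 for *rtt105*Δ *rad27*Δ, which are 0.989 and 0.195 after adjustment over 5 comparisons. Without the largest run, the share in *rad27*Δ was 15.7% (8.11 to 26.4). Lists of *dna2*Δ *pif1*-m2 were not analysed here.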

Analysis of templated insertion events in *rad27*Δ, *rtt105*Δ, *rfa1*-t33 and *dna2*Δ *pif1*-m2 mutants shows that 5–7% of them are complex, carrying at least two fragments (Figure 4A). A frequent pattern of complex insertions was observed in *rad27*Δ (65.2%, 15/23), in which two fragments originate from the same locus but in inverted orientation (Figure 4A). 

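Complex insertions were considered if they had exactly 2 donors, both outside *MAT***a**, rDNA, Ty and mitochondrial DNA. Of 23 such insertions of *rad27*Δ, 15 held donors from a single locus on opposite strands within 1 kb (65.2%, 42.7 to 83.6). In 11 of the 15, the locus lay in a gene, among them *TIM44* (311592 to 311644 on chromosome IX of R64), *KSP1* (270627 to 270690 on chromosome VIII), *PMT4* (699585 to 699629 on chromosome X) and *IQG1* (92031 to 92085 on chromosome XVI). The others of the 11 were YPL039W, *PCA1*, *YRR1*, *ECM18*, *TDA9*, *HSU1* and *YPT11*. The 8 remaining complex insertions joined donors from different loci. Of these, 2 carried the *UBP14* locus of chromosome II. In *rtt105*Δ *rad27*Δ, 2 of 11 were inverted pairs (18.2%, 2.28 to 51.8), but the difference from *rad27*Δ did not pass Fisher's exact test after adjustment (two-sided, p = 0.0255, adjusted p = 0.102 over 4 comparisons).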

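None of the 23 complex insertions of *rad27*Δ that were considered held donors of a single locus in direct orientation. Against equal chances of both orientations, the 15 inverted and 0 direct pairs had p = 6.10e-05 in an exact binomial test (two-sided). In *rtt105*Δ, 2 direct pairs were listed, in *FLO1* on chromosome I (207404 to 207812) and in *CKB2* on chromosome XV (406398 to 406533). *rfa1*-t33 *rad27*Δ had 1 direct pair, at 930943 to 931007 on chromosome IV, and *rtt105*Δ *rad27*Δ had 1, at 114129 to 114656 on chromosome III. In a repeated gene such as *FLO1*, the alignment of each donor is uncertain.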

Very rare complex insertions involving two sequences from a single locus inserted in the same orientation were observed. The inverted sequences had partially overlapped sequences with a median length of 50 bp and a distance of ∼2–20 bp between microhomology junctions. 

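The inverted donors of *rad27*Δ overlapped in all 15 pairs. Their median length was 42.5 bp (range 27 to 80 bp, n = 30 donors). The overlap had a median of 30 bp and ranged from 20 to 50 bp, and the pair spanned a median of 48 bp of the genome. In *TIM44*, donors of 50 and 27 bp overlapped by 24 bp. In *KSP1*, donors of 64 and 50 bp overlapped by 50 bp, so that the shorter lay within the longer. The lists give the aligned donors, and the microhomology at the junctions was not analysed here.

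**Figure D3:**
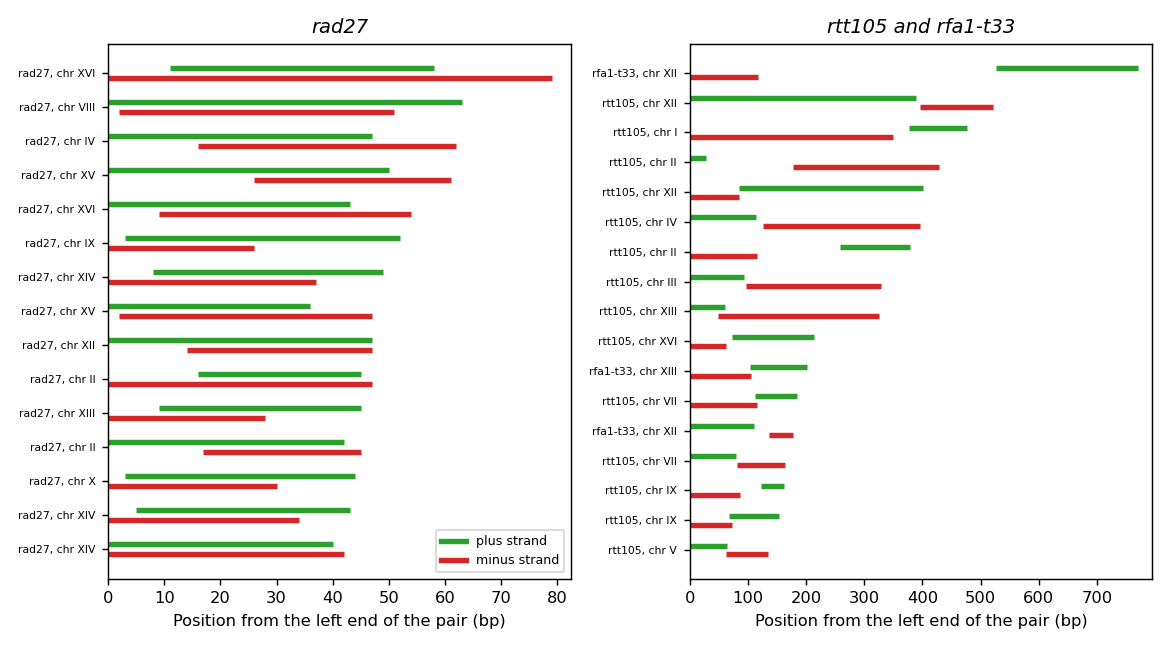
Inverted pairs of donors in *rad27*Δ (left, 15 pairs) and in *rtt105*Δ and *rfa1*-t33 (right, 17 pairs), with the position in bp from the left end of each pair on the horizontal axis and a pair per line, labelled by genotype and chromosome. Green and red bars mark donors on the plus and minus strands. The bars of all 15 pairs overlap on the left, and those of 6 pairs overlap on the right.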

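In *rtt105*Δ, 14 of 17 complex insertions considered by the same rule were inverted pairs of a single locus (82.4%, 56.6 to 96.2). Their genes included *VAM7*, *DDR48*, *SAM1*, *ADE57*, *CYC3*, *MGA2*, *SEA4*, *KAR4*, *SEC5* and *RRD1*. In *rfa1*-t33, all 3 complex insertions were inverted pairs (29.2% to 100%), in *CDD1*, in *DIP2* and near *FET4*. The share did not differ from that of *rad27*Δ in Fisher's exact test (two-sided, p = 0.297 for *rtt105*Δ and 0.529 for *rfa1*-t33, both 0.538 after adjustment). Inverted exceeded direct pairs in *rtt105*Δ in the exact binomial test (p = 0.00418, two-sided), whereas the 3 pairs of *rfa1*-t33 cannot go below p = 0.250. With rDNA and Ty donors included, the share in *rtt105*Δ was 50.0% (32.9 to 67.1).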

We further found that similar double inverted insertions were also observed in *rtt105*Δ (78% of complex events, 14/18), *rfa1*-t33 (100%, 3/3) and less frequently in Dna2 deficient cells (6%, 9/144). The reason for lower levels of inverted insertions of two sequences from the same locus in *dna2*Δ is not known. 

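Inverted donors of *rtt105*Δ had a median length of 97.5 bp (range 29 to 390 bp, n = 28 donors), and those of *rfa1*-t33 a median of 109 bp (n = 6). Donors overlapped in 5 of the 14 pairs of *rtt105*Δ, by 14 bp at most, in *DDR48*. In the other 9 pairs the donors were separated by a median of 11 bp, from 1 bp in *VAM7* to 149 bp in the pair at *COQ21*. In *rfa1*-t33, the donors in *DIP2* lay 407 bp apart. Against *rtt105*Δ and *rfa1*-t33 together (median 104 bp, n = 34), the *rad27*Δ donors were shorter, with a difference of medians of -61.5 bp (*rad27*Δ minus the others, two-sided permutation test, p = 1.00e-05, the smallest that 100000 resamples can give). Pairs overlapped less often in *rtt105*Δ and *rfa1*-t33 than in *rad27*Δ (Fisher's exact test, two-sided, p = 1.06e-04). Donors of a pair are not independent of each other, and the distance between microhomology junctions was not analysed here.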

In *rtt105*Δ mutants, the size of inverted sequences was longer (median = 150 bp), and the two inverted sequences from a single locus are rather adjacent to each other with little or no overlap (distance between junctions was between 30 and 119 bp). Microhomologies between the entire complex insertion and DSB ends are typical for NHEJ (median = 2 bp, range of 0–4 bp), while microhomology between the two inverted sequences is longer (median = 6 bp, range of 2–11), suggesting a mechanism other than NHEJ generating the inversion itself (Figure 4B,C). An example of sequences and the structure of the double inverted insertion are shown (Figure 4D–E, Supplementary Figure S4). Taken together, we propose a model that involves both a microhomology-mediated DNA synthesis step to generate inversion and a NHEJ step that generates insertion (Figure 4F). First, microhomology-mediated DNA synthesis occurs at short 5′ flaps (*rad27*Δ) or in the context of secondary structures formed in cells with limited RPA, leading to inversions. The longer microhomology at the junction between inverted fragments is consistent with possible involvement of microhomology-mediated DNA synthesis. Displacement of a newly synthesized strand with inverted sequences is followed by its insertion at the DSB and results in distant inverted insertion.

**Figure 4.**
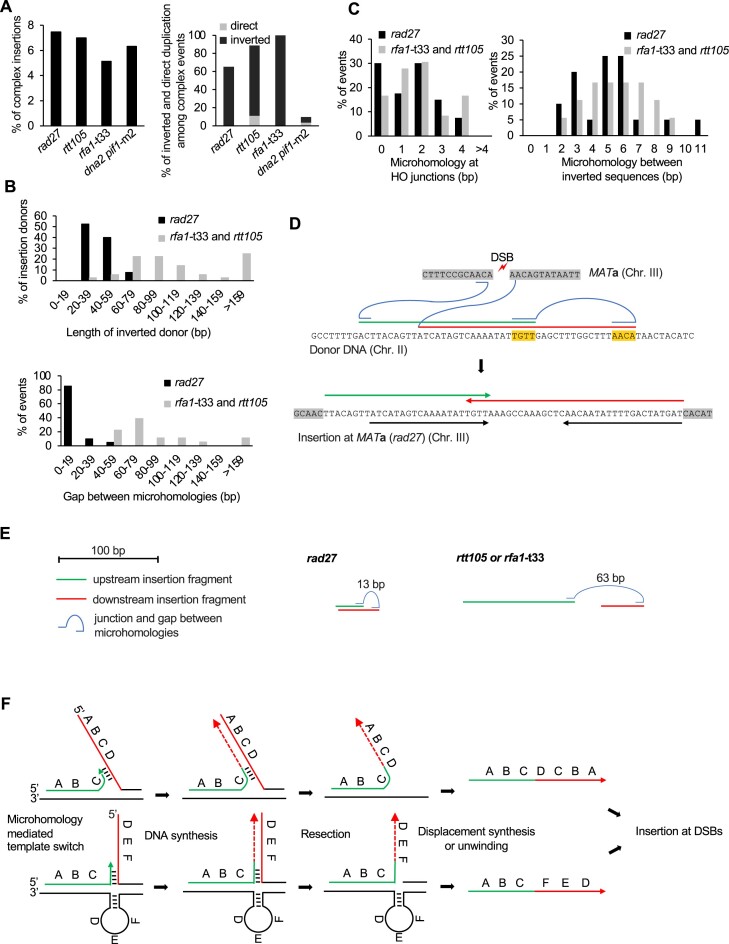
Distant inverted insertions in *rad27Δ* and RPA mutants **(A)** Percentage of complex insertions among all insertions (left panel) and percentage of two sequence insertions from the same locus in inverted or direct orientation among complex insertions in indicated mutants (right panel, rDNA and Ty sequences are excluded). **(B)** Size analysis of insertion donor DNA (upper panel) and the size of the gap between two inverted microhomologous sequences (lower panel). **(C)** Microhomology analysis between inserted DNA and DSB ends (left) and microhomology between two inserted fragments (right). **(D)** An example of inverted insertion from *rad27*Δ cells. The upper panel shows the *MAT***a** sequence and two donor sequences inserted at DSB. Curves mark the junctions, and the short horizontal lines represent the microhomology used for junctions. Microhomology between inverted sequences is highlighted. Final repair product carrying two inserted DNA fragments is shown below. The two black arrows represent inserted identical sequences with opposite orientations. **(E)** Scheme of the examples of inverted insertion events from *rad27*Δ and RPA mutants. The size of the gap between two inverted microhomologous sequences is indicated. **(F)** A model explaining distant inverted insertion at DSB. During replication in *rad27*Δ or RPA mutants, 5′ flaps or secondary structures can accumulate, respectively. Template switch at microhomologies initiates formation of inverted sequences. Upon resection and strand displacement, the inverted fragment is captured at DSB via NHEJ.

### Inversions can form within extrachromosomal pieces of ssDNA

To test directly whether such a mechanism is possible, we transformed ssDNA of 69 nt carrying an 8-nt long internal inverted microhomology into wild-type cells followed by plating cells on YEP-Gal media to induce DSB at *MAT***a** locus (Figure 5A). Products of DSB repair with or without insertion of transformed fragments were collected and sequenced as described above. To distinguish between inversions generated by two molecules and those within a single molecule, we added random internal 4-nt barcodes to the transformed DNA. Inversions formed within a single molecule would carry two identical barcodes, while inversions formed between two molecules would carry two different barcodes (Figure 5A), with 4-nt barcodes providing 256 possible combinations.

**Figure 5.**
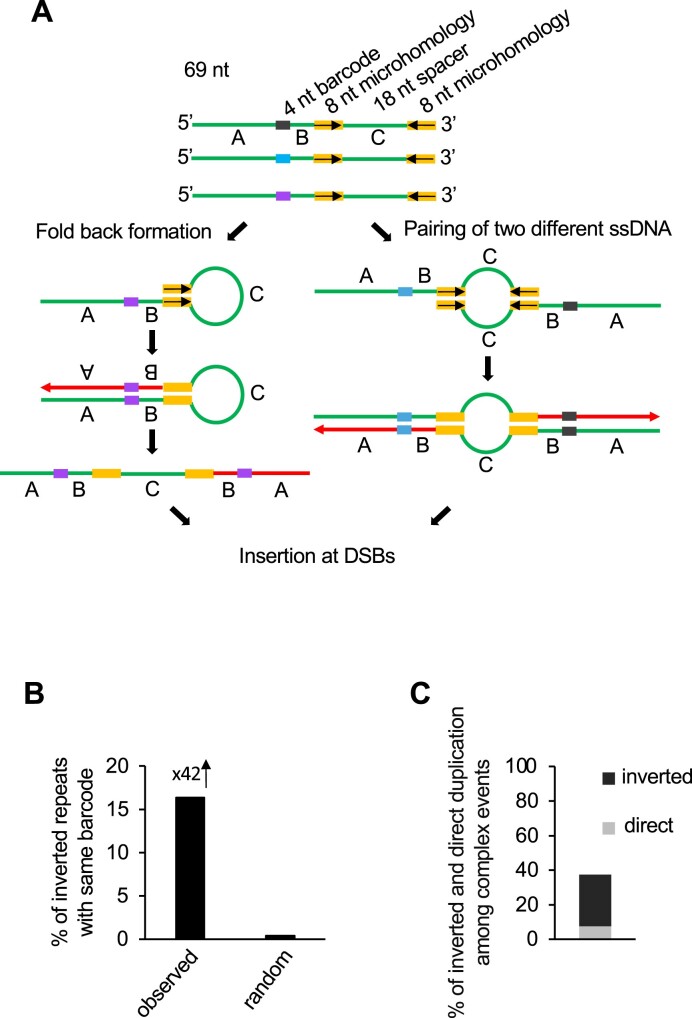
ssDNA can generate foldback inversions at DSBs **(A)** The experimental system to test insertions of transformed ssDNA. The 69-nt ssDNA contains a 4-nt barcode in the middle, two 8-nt inverted microhomologies and an 18-nt spacer. The presence of barcodes within ssDNA allows differentiation between fold-back inversion (two identical barcodes) and pairing between two different ssDNA molecules (two different barcodes). **(B)** Bar graph shows random and observed percentage of inversions with identical barcode. **(C)** Number of complex insertions carrying two fragments from the same locus in inverted or direct orientation from wildtype stationary phase cells. The sequencing reads of wildtype stationary phase cells are taken from a previous publication (9).

*Break-Ins* analysis after the transformation of such ssDNA demonstrated a significant number of inverted insertions with barcodes (*n* = 342), 16% of which were marked by identical barcodes. This is a much higher number than expected by chance (<1%) (Figure 5B). This result supports the possibility that inversions can occur within ssDNA, followed by its insertion at the DSBs by NHEJ.

### Distant inverted repeats in stationary cells

We documented templated inverted insertions in mutants deficient in DNA replication and repair. To check whether similar events can occur in wild-type cells, we examined sequences of previously published templated insertions from stationary phase cells (9). In wild-type stationary phase cells, templated insertions are far more common than in growing cells. While most of the insertions originate from mtDNA and Ty cDNA, stationary phase cells at 16 days exhibited ∼300-fold increase of templated insertions from all over the genome. About 12% of these insertions are complex events carrying two fragments, and among these events with two donors from nuclear genome (rDNA, Ty excluded), we found 30% carried sequences from the same locus and in inverted orientation. Therefore, distant inverted insertions can occur even in wild-type cells in suboptimal conditions (Figure 5C).

## Discussion

Templated insertions can occur at programmed breaks at the V(D)J locus or at endonuclease induced breaks (3,6,21,63). Despite their prevalence, the mechanisms underlying such events remain poorly understood, and the genetic pathways regulating these events are largely unknown. In this study, we utilized a yeast model organism and the *Break-Ins* method to sequence hundreds of thousands of DSB repair products. Through this approach, we identified mutants with increased levels of simple and complex, local and distant templated insertions. Additionally, we have elucidated two mechanisms leading to the formation of either local or distant inversions.

In both wild type and most mutants tested, we observed local templated insertions that likely proceed through a foldback inversion mechanism mediated by a short inverted microhomology located immediately next to the DSB. These foldback inversions ranged from 2 to approximately 150 bp in length, with the majority being under 14 bp. The requirements for Polδ and NHEJ, as well as analysis of microhomologies at insertion junctions suggests a hybrid mechanism in which one end primes DNA synthesis at local microhomology while the other end uses NHEJ to capture newly synthesized DNA. As a result, longer inverted repeats are formed (Figure 1C). The DNA synthesis step of the proposed mechanism shares some features typical for MMBIR: (i) synthesis is initiated at microhomology, (ii) newly synthesized DNA is unwound from the template and (iii) a polymerase essential for break-induced replication (BIR) is likely responsible for the DNA synthesis step. In MMBIR, unwinding could lead to additional cycles of template switch and DNA synthesis (4), whereas here, the unwound strand is simply joined with the second end of the break by NHEJ or, rarely, by Alt-EJ (4). In humans, POLQ-mediated Alt-EJ is significantly more efficient than in yeast lacking POLQ, suggesting a potentially more prominent role in templated insertions. However, POLQ by itself predominantly generates shorter templated insertions, typically up to ∼30 nt in length (17,18). Moreover, studies have shown that POLQ is dispensable for templated insertions at CRISPR/Cas9 nuclease-induced DSBs (6). A comparable hybrid DSB repair to the one described here was previously observed in experimental systems and humans, but it is initiated by homology driven strand invasion and DNA synthesis followed by second end capture by end joining with microhomology of 1–5 bp (e.g. (64)). Local templated insertions were found to be limited by RPA, likely due to its known inhibitory role in the annealing of microhomologies (29–33). Lower levels of RPA also affected the occurrence of distant templated insertions from various fragile and repetitive regions of the genome, which could be related to RPA’s role in preventing secondary structure formation and regulation of a broad range of DNA nucleases (e.g. (65–67)). Cancer cells often experience a shortage of RPA due to replication stress and excessive firing of replication origins (34,35). Therefore, microhomology-mediated templated insertions in cancer cells could be partially attributed to insufficient RPA to protect all ssDNA. Extensive resection also suppresses foldback inversion, which could be related to reduced RPA or Rad51 binding to very short ssDNA, both of which are known to limit microhomology-mediated repair. Previous studies have shown that extensive resection is important to prevent *de novo* telomere formation at DSBs, possibly by limiting binding of the Cdc13–Stn1–Ten1 complex (68,69), a complex structurally similar to RPA.

We have also observed an increased level of templated insertions from various genomic locations in *rad27*Δ cells. These insertions were shorter than those observed in any other mutant tested here and often contained microsatellite, telomeric DNA, and other repetitive regions. Rad27, the 5′ flap endonuclease (human FEN1), plays a crucial role in replication and stability at these loci (59–61,70,71). Thus, the pattern of templated insertions and the origin of inserted DNA closely align with the functions of Rad27. Notably, the most significant increase in templated insertions among mutants tested so far is observed in another 5′ flap endonuclease mutant, *dna2*Δ (3,9,22). DNA2 nuclease is commonly overexpressed in various cancer types, and this elevated level of DNA2 is often essential for the survival of cancer cells (72–75). This suggests that the number of substrates processed by DNA2 increases in cancer cells, and the high number of templated insertions observed could be related to these substrates.

In RPA mutants (*rtt105*Δ or *rfa1*-t33) and in *rad27*Δ mutants, we observed a common pattern of complex templated insertions consisting of two sequences from the same locus but in inverted orientation. Notably, in *rad27*Δ mutants the inverted sequences overlap with each other, thus forming inverted repeats, whereas in RPA mutants they mostly do not overlap. Analysis of previously published complex templated insertions from Dna2 deficient cells or even from wild-type stationary phase cells also showed cases of both overlapping and non-overlapping inverted sequences. We propose that such inversions arise through microhomology-mediated template switch within ssDNA intermediates of replication, followed by displacement of the inverted sequence and its insertion at the DSB (model depicted in Figure 4F). Alternatively, inversions can occur within extrachromosomal DNA. Supporting this possibility, extrachromosomal transformed ssDNA carrying internal inverted microhomologies forms such inversions at DSBs with high frequency. The presence of longer microhomology between two inverted sequences supports the possibility that DNA synthesis was involved in its formation. Recently, the formation of extrachromosomal DNA with inverted DNA that reintegrates into the genome was postulated to explain the formation of inversions (19). Like the model proposed here, inverted sequences form through template switching at microhomologies during replication followed by strand displacement. It will be of great interest to investigate whether distant inverted templated insertions, as described here, can also occur in human cancer genomes. The high level of inverted microhomologies suggests that such events can occur nearly anywhere in human or other genomes (76,77). Once formed, overlapping inverted sequences (inverted repeats) can give rise to secondary structures within the genome, thereby promoting additional genome instabilities (39,76,78–88). Altogether, this work provides insights into the origin of templated insertions that can be tested in cancer cells in future.

## Supplementary Material

gkae1159_Supplemental_File

## Data Availability

The *Break-Ins* data has been archived at GEO under the accession number GSE260753. All original code has been deposited on GitHub. For local inversion insertion from *MAT***a**, the corresponding code is available at: https://github.com/gucascau/iMMBIR.git. The codes utilized for characterizing inverted repeats resulting from ssDNA transformation have been made available at: https://github.com/gucascau/iDSBInvert.git. The code for large insertion detection can be accessed at the following GitHub repository: https://github.com/gucascau/iDSBins.git. The features related to large insertion analysis have been uploaded to a dedicated GitHub repository: https://github.com/gucascau/LargeInsertionFeature.git. Data are also available at https://figshare.com/s/77a49adc36a3f6159096. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: RPA and Rad27 limit templated and inverted insertions at DNA breaks
**Source:** Nucleic Acids Res. 2024 Dec 3;53(1):gkae1159. doi: 10.1093/nar/gkae1159
**Supplement:** gkae1159_Supplemental_File

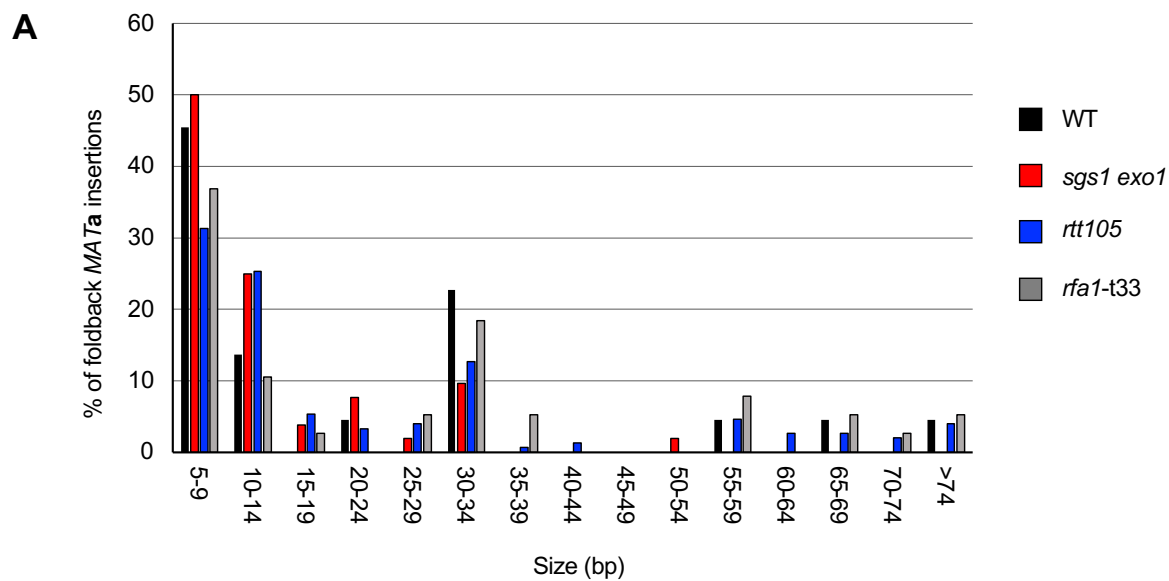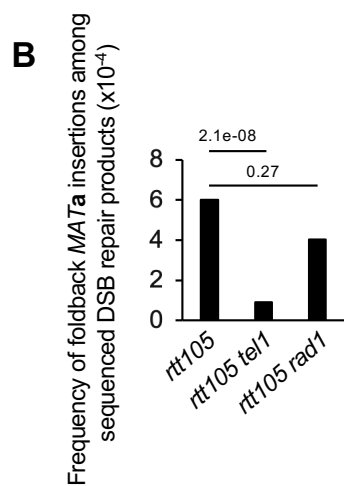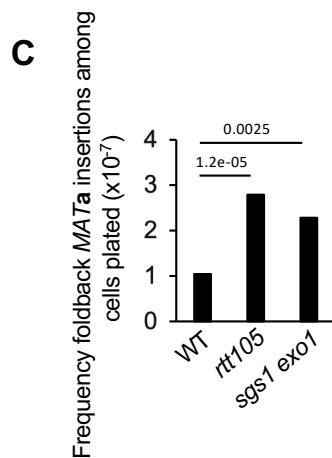

A

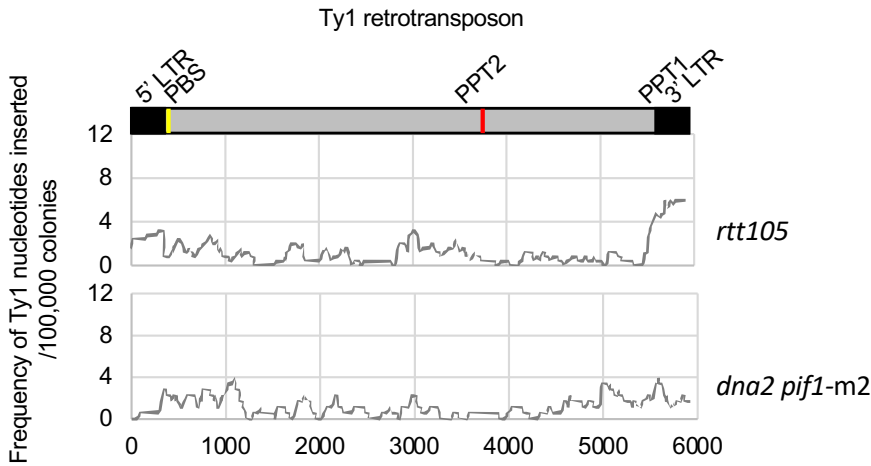

B

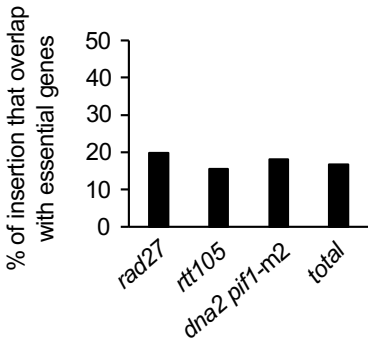

C

Hotspot I

Middle of chromosome (Chr. II)

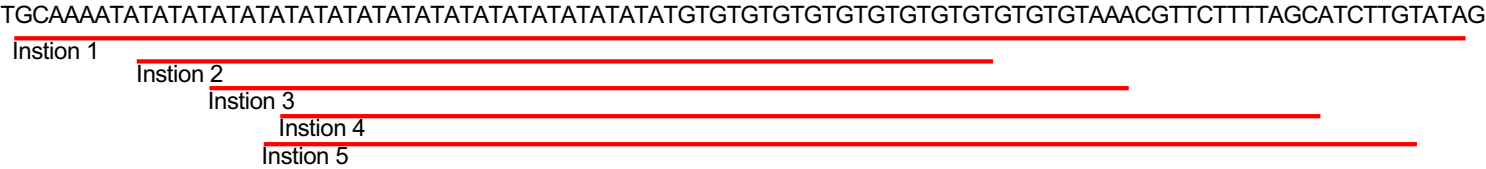

Hotspot II

Middle of chromosome (Chr. X)

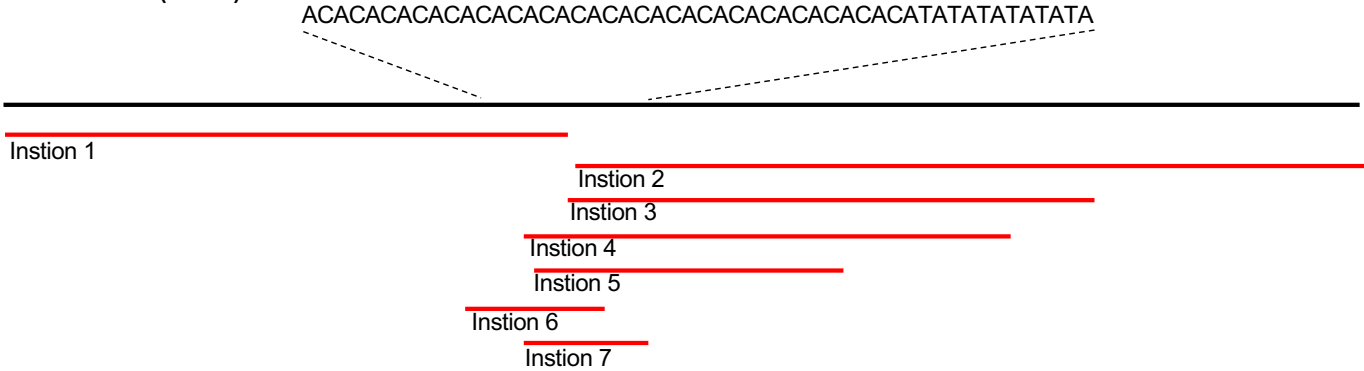

Hotspot III

Subtelomere (Chr. VIII)

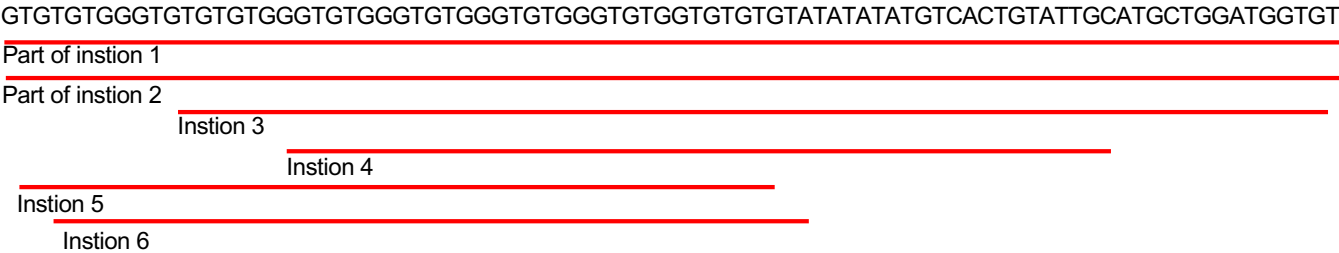

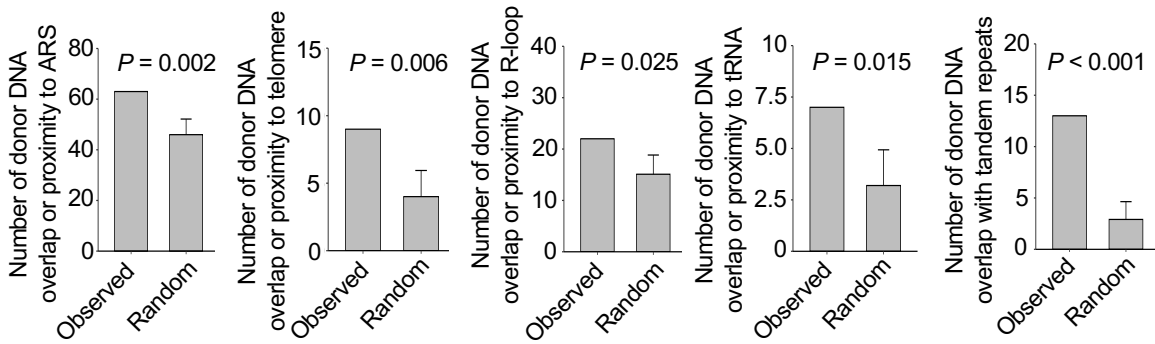

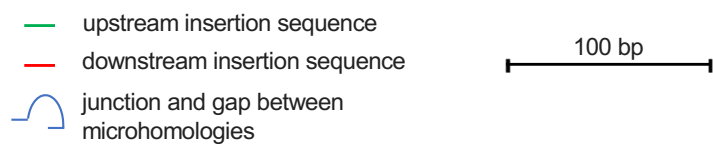***rtt105***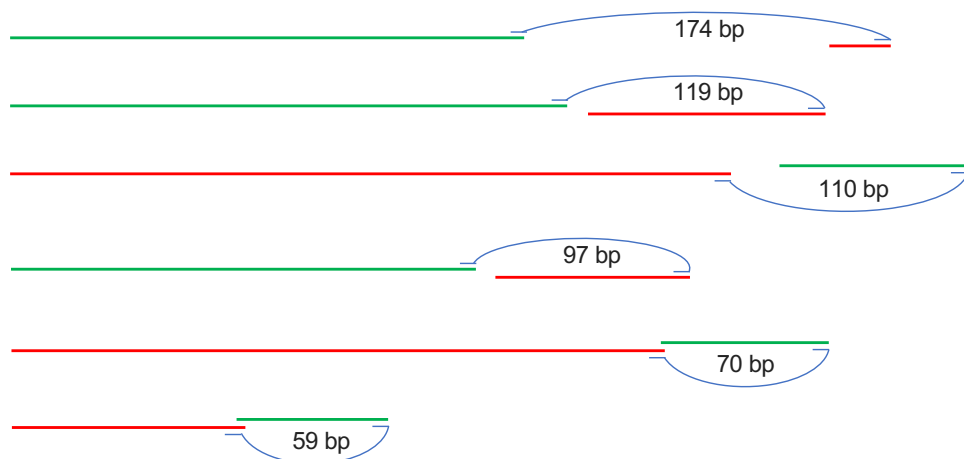***rfa1-t33***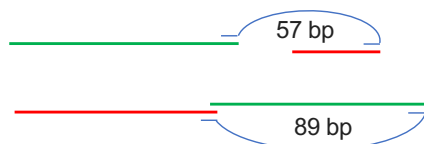***rad27***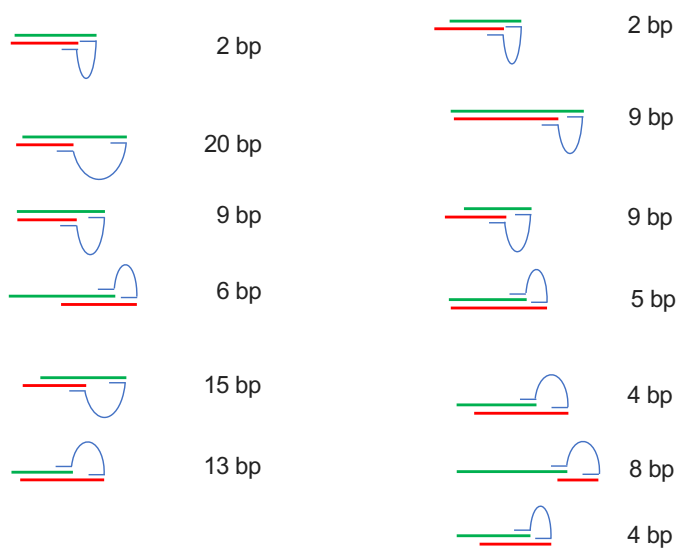**stationary phase cells**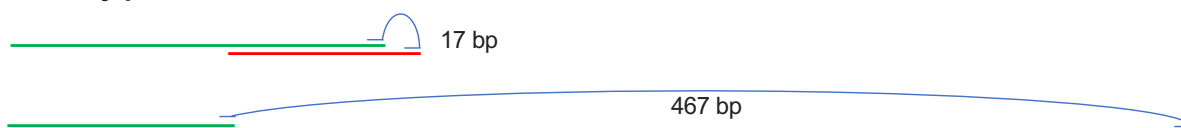

Supplementary Figure Legends

Supplementary Figure 1. Analysis of local inverted insertions

(A) Size analysis of the foldback inversions from wild-type and indicated mutants. Foldback inversions shorter than 5 bp were not included.

(B) Analysis of foldback inversions in *rtt105Δ* and indicated derivative mutants. Foldback inversions shorter than 5 bp were not included. P values were determined using χ^2 test; n – number of DSB repair products tested for each mutant is shown in Table S2.

(C) Analysis of foldback inversions in wild-type and indicated mutants among cells plated and normalized by viability. Foldback inversions shorter than 5 bp were not included. P values were determined using χ^2 test; n – number of DSB repair products tested for each mutant is shown in Table S2.

Supplementary Figure 2. Analysis of inserted DNA

(A) Analysis of Ty1 sequences inserted at DSBs. Frequency of each Ty1 nucleotide insertion per 10^6 of DSB repair products in *rtt105Δ* and *dna2Δ pif1-m2* mutant cells. Schematic of Ty1 shown at the top indicating long terminal repeats (LTR), polypurine tracts (PPT1/2), and primer binding site (PBS).

(B) The percentage of insertion overlapping with essential genes in indicated mutants and the percentage of essential genes in yeast genome (total).

(C) The hotspots of inserted DNA from repetitive regions of the genome. The red lines indicate different inserted sequences from the same locus.

Supplementary Figure 3. Feature analysis of inserted DNA in *rtt105Δ* mutant and *rfa1-t33* mutants.

The data of *rtt105Δ* mutant and *rfa1-t33* mutant was combined for this analysis. P-values were calculated using a one-sided permutation test. Proximity is defined as a sequence within 0.2 kb from the R-loop or tRNA, within 1 kb from ARS or telomere, and the overlap with tandem repeats indicates at least 1 bp overlap.

Supplementary Figure 4. Scheme of the examples of inverted insertion events from *rad27Δ*, *rtt105Δ*, *rfa1-t33* mutant and wildtype stationary phase cells. The size of the gap between two inverted microhomologous sequences is marked.

Table S1. List of strains used in this study.

Strain name	Parental strain	Genotype	Source
JKM139		DELho <i>hml::ADE1 MATa hmr::ADE1 ade1 leu2-3,112 lys5 trp1::hisG ura3-52 ade3::GAL10::HO</i>	(1)
yYY398	JKM139	<i>rad27::klTRP1</i>	(2)
yYY591	JKM139	<i>rtt105::hphMX</i>	this study
yYY616	JKM139	<i>rfa1-t33</i>	this study
yYY596	JKM139	<i>rtt105::hphMX rad27::klTRP1</i>	this study
yYY711	JKM139	<i>rtt105::hphMX tel1::TRP1</i>	this study
yYY712	JKM139	<i>rtt105::hphMX rad1::klTRP1</i>	this study
yYY643	JKM139	<i>rfa1-t33 rad27::klTRP1</i>	this study
yWH475	JKM139	<i>dna2::kanMX pif1-m2</i>	(3)
yGI199	JKM139	<i>sgs1::KanMX exo1::TRP1</i>	(3)
yGI200	JKM139	<i>sgs1::KanMX</i>	(3)
yGI198	JKM139	<i>exo1::TRP1</i>	(3)
yZZ540	JKM139	<i>mre11-H125N::URA3</i>	(4)
yYY592	JKM139	<i>mre11::hphMX</i>	this study
yYY361	JKM139	<i>rev3::klTRP1</i>	this study
yYY590	JKM139	<i>rad30::kanMX</i>	this study
yYY387	JKM139	<i>pol32::natMX</i>	(5)
yYY119	JKM139	<i>yku70::TRP1</i>	this study
yYY399	JKM139	<i>lig4::klTRP1</i>	(5)
yYY400	JKM139	<i>pol4::klTRP1</i>	(5)

1. Moore, J.K. and Haber, J.E. (1996) Cell cycle and genetic requirements of two pathways of nonhomologous end-joining repair of double-strand breaks in *Saccharomyces cerevisiae*. *Mol Cell Biol*, **16**, 2164-2173.
2. Yu, Y., Pham, N., Xia, B., Papusha, A., Wang, G., Yan, Z., Peng, G., Chen, K. and Ira, G. (2018) Dna2 nuclease deficiency results in large and complex DNA insertions at chromosomal breaks. *Nature*, **564**, 287-290.
3. Zhu, Z., Chung, W.H., Shim, E.Y., Lee, S.E. and Ira, G. (2008) Sgs1 helicase and two nucleases dna2 and exo1 resect DNA double-strand break ends. *Cell*, **134**, 981-994.
4. Shim, E.Y., Chung, W.H., Nicolette, M.L., Zhang, Y., Davis, M., Zhu, Z., Paull, T.T., Ira, G. and Lee, S.E. (2010) *Saccharomyces cerevisiae* Mre11/Rad50/Xrs2 and Ku proteins regulate association of Exo1 and Dna2 with DNA breaks. *EMBO J*, **29**, 3370-3380.
5. Yu, Y., Wang, X., Fox, J., Yu, R., Thakre, P., McCauley, B., Nikoloutsos, N., Li, Q., Hastings, P.J., Dang, W. *et al.* (2023) Yeast EndoG prevents genome instability by degrading cytoplasmic DNA. *bioRxiv*.

Supplementary Table S2. Frequency and types of DNA insertions

							donor						frequency per 10 ⁴ DSB repair products							
		number of colonies		all insertions									all insertions							
strain		number of	normalized by	number of	excluding	complex			Ty	all nuclear	nuclear		excluding			Ty	all nuclear		nuclear	
name	genotype	colonies	HO cut (n)	cells plated	MAT a	insertions	MAT a*	mtDNA	DNA	DNA	rDNA	rDNA	MAT a	MAT a*	mtDNA	DNA	DNA	rDNA	rDNA	
JKM139	WT**	102976	101711	210000000	8	0	22	0	3	5	2	3	0.8	2.2	0.0	0.3	0.5	0.2	0.3	
yYY398	rad27	600672	445695	730000000	323	25	17	2	18	326	16	310	7.2	0.4	0.0	0.4	7.3	0.4	7.0	
yYY591	rtt105	374304	251798	720000000	560	40	151	42	205	353	63	290	22.2	6.0	1.7	8.1	14.0	2.5	11.5	
yYY616	rfa1 -t33	53184	48257	360000000	40	3	38	0	7	36	5	31	8.3	7.9	0.0	1.5	7.5	1.0	6.4	
yYY596	rtt105 rad27	111840	103358	360000000	299	11	27	1	10	299	16	283	28.9	2.6	0.1	1.0	28.9	1.5	27.4	
yYY643	rfa1 -t33 rad27	14976	14254	240000000	64	3	6	1	2	64	2	62	44.9	4.2	0.7	1.4	44.9	1.4	43.5	
yWH475	dna2 pif1 -m2**	197264	178507	1120000000	3966	250	31	0	255	3963	625	3343	222.2	1.7	0.0	14.3	200.9	31.7	187.0	
yGI199	sgs1 exo1	55000	37156	440000000	76	4	52	0	25	56	11	45	20.5	14.0	0.0	6.7	15.1	3.0	12.1	
yGI200	sgs1	106080	75160	200000000	42	1	12	3	22	18	3	15	5.6	1.6	0.4	2.9	2.4	0.4	2.0	
yGI198	exo1	54240	41429	120000000	9	0	11	1	6	2	0	2	2.2	2.7	0.2	1.4	0.5	0.0	0.5	
yZZ540	mre11- H125N	144320	142941	200000000	6	1	11	0	3	4	1	3	0.4	0.8	0.0	0.2	0.3	0.1	0.2	
yYY361	rev3	64160	60274	200000000	4	0	8	0	3	1	0	1	0.7	1.3	0.0	0.5	0.2	0.0	0.2	
yYY590	rad30	37296	32924	120000000	0	0	9	0	0	0	0	0	0.0	2.7	0.0	0.0	0.0	0.0	0.0	
yYY387	pol32	44160	39989	120000000	2	0	0	0	1	1	0	1	0.5	0.0	0.0	0.3	0.3	0.0	0.3	
yYY711	rtt105 tel1	79360	78245	110000000	18	0	7	1	7	11	1	10	2.3	0.9	0.1	0.9	1.4	0.1	1.3	
yYY712	rtt105 rad1	29280	24893	120000000	3	1	10	0	0	4	0	4	1.2	4.0	0.0	0.0	1.6	0.0	1.6	
yYY592	mre11	52176	10892	1800000000	0	0	0	0	0	0	0	0	0	0***	0	0	0	0	0	
yYY119	yku70	46960	1025	2400000000	0	0	2	0	0	0	0	0	0	8.3E-10***	0	0	0	0	0	
yYY399	lig4	65280	1223	2400000000	0	0	1	0	0	0	0	0	0	4.2E-10***	0	0	0	0	0	
yYY400	pol4**	173760	140327	2400000000	1	0	48	0	0	1	0	1	0.1	2.0E-8***	0	0	0.1	0	0.1	

* indicates the local foldback inversions from *MATa* locus related to Figure 1 and Figure 2** indicates data from Yu Y *et al* (9)

*** indicates the frequency per cells plated

How the deposited data were processed for this re-analysis (not part of the article)

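Insertions at the HO-induced DSB at *MAT***a** were analysed in yeast mutants from 56 *Break-Ins* libraries. The authors filtered the reads with BBDuk, merged them with PEAR, found insertions of more than 10 bp with BLASTN, removed redundant reads and annotated the donors. The deposited lists hold, as unit, the donor position in base pairs on the R64 genome with its strand, and a line is a donor, not a count. The lists of a genotype pool its libraries and give no read number, so the depth per library is not known from them. The number of DSB repair products per genotype was taken from Table S2, which the paper states to be normalized by HO cutting. The colony numbers of the *rad27*Δ libraries sum to that of Table S2 only without 3 libraries labelled 37C (219360 of 820032 colonies), and whether the pooled list holds their insertions is not known.

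Of 30 deposited files, 4 were not used. They are a text list of the libraries, a list of *rtt105*Δ *rad1*Δ complex insertions that holds no donor, and the single-donor and complex lists named for *rtt105* with RFA1-t33, a genotype that no library of the series has. The deposited list of libraries names the latter for the *rad27* RFA1-t33 libraries, while other lists carry the name of that genotype. Those other lists were used for *rfa1*-t33 *rad27*Δ, since their name and the 64 insertions of Table S2 match. It also names the *rev3* list for *yku70*Δ, which was therefore left without values. The lists of *rtt105*Δ *tel1*Δ and *rtt105*Δ *rad1*Δ are attached to the first library only, while Table S2 covers both libraries of each.

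The 1620 donors used were assigned to the *MAT*, Ty, rDNA, mitochondrial and nuclear classes with the R64 gene annotation and margins of 700 bp around the 3 mating-type cassettes, 400 bp around Ty reading frames and 500 bp around rDNA. Donors on a sequence named mp, which the sources used here do not explain, formed a class of their own. Starts were printed as 1-based by adding 1 to the listed start. Frequencies were compared with *mre11*-H125N by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over genotypes, and given exact 95% intervals. Lengths were compared by permutation of the difference of medians with 100000 resamples. Proximity to chromosome ends (1 kb) and tRNA genes (0.2 kb) and the share in gene groups were tested one-sided against 10000 random placements of the same lengths over the extent of the 16 chromosomes. The left end of a chromosome is position 1, and the right end is the largest annotated or donor position, which came from a donor in 5 chromosomes. Double mutants were compared with the sum of their single mutants by 100000 Poisson draws. Inverted pairs are donors of a complex insertion on opposite strands within 1 kb.

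Named loci were chosen by a rule set before the data were examined. It took every gene or locus the paper names, the loci with at least 3 insertions per genotype (merged within 500 bp, at most 10), genes that hold an inverted pair (at most 15) and members of the gene lists with a donor (at most 25). The paper's Table S2 had been seen at that point. The table of loci over 6 genotypes together was added later. Gene lists held 266 subtelomeric genes (within 20 kb of an end), 160 highly transcribed genes, 25 cell wall genes, 17 hexose transporter genes and 76 snoRNA genes, to which the intergenic share was added.

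Alternatives tried were colonies as the denominator, the chi-square test, donors within 5 bp counted once, single-donor insertions only, other expectations for the double mutants, nuclear donors only, complex donors added, a minimum of 20 bp, other distances, placement within the donor's chromosome, merged loci, *MAT* donors included, pairs within 200 bp or 10 kb, rDNA and Ty pairs included and *rtt105*Δ alone. Other margins, run-wise values, left ends alone, the colonies of all 14 *rad27*Δ libraries, foldback-type donors within 5 bp counted once or over colonies, the strand of *MAT* donors within 5 bp counted once, and all *MAT* donors beside the *MAT***a** counts of Table S2 were added after the data had been examined. Replication origins, R-loops, tandem repeats, essential genes and microhomologies were left out, because neither their annotation nor the genome sequence was used. Wild-type and Dna2-deficient lists were not analysed here.

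The placement test was tested on simulated data. It called 3.00% of 200 sets without a planted excess for chromosome ends and 1.50% for tRNA genes, and 100% of sets with 10 planted donors. Simulated donors were placed independently, whereas listed donors recur at loci, so the rates may not hold for the lists. Power for a smaller excess, such as 7 tRNA donors against 3.30 at random in *rad27*Δ, was not tested. The test of medians called 5.00% of 40 sets without a difference and 100% of those with a shift of 60 bp, and the search for pairs recovered 30 of 30 planted pairs. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures Matplotlib 3.10.9.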

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

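The tests of the sequencing run, of the loss of Rad27 in another background, of frequencies by length and with wild-type counts were chosen after the result was seen, and the others before it.

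From *rtt105*Δ to *rtt105*Δ *rad27*Δ, Ty donors fell to 0.107 times and nuclear donors rose 2.45-fold, and donors outside Ty rose only under 100 bp (4.98-fold) and fell at 100 bp or more (0.605 times, Fisher's exact test, p = 1.01e-04). Divided by the ratio of *rad27*Δ to *mre11*-H125N, which is another mutant with 2 nuclear donors and not the parent of *rad27*Δ, these changes were 0.0741 for Ty (95% interval 0.00922 to 0.218), 0.0490 for nuclear (0 to 0.130) and 0.121 for rDNA donors (0 to 0.524), and with the paper's wild-type counts in its place 0.0781, 0.103 and 0.339 (0 to 1.19), while nuclear donors lay above the sum of the single mutants, so the nuclear value holds for ratios only. Shorter insertions do not account for the fall of Ty donors, since among donors of at least 100 bp Ty gave 0 of 70 in *rtt105*Δ *rad27*Δ and 169 of 451 in *rtt105*Δ (Fisher's exact test, p = 1.81e-13) and Ty donors under 100 bp were not more frequent (0.871 against 1.43 per 10000, Fisher's exact test, p = 0.194), nor does the element with most Ty donors, without which the frequency in *rtt105*Δ *rad27*Δ was still 0.0886 times that in *rtt105*Δ. A run poor in Ty donors stays open, as *rfa1*-t33 in the same run had 1.90 times the Ty frequency of *rtt105*Δ *rad27*Δ (8 and 9 donors, Fisher's exact test, p = 0.196) and was in no other run. Loss of Rad27 alone gave no such fall, as *rad27*Δ had 1.37 times the wild-type Ty frequency from the paper's counts (18 and 3 donors, Fisher's exact test, p = 0.783). That wild type came from an earlier publication, and over *mre11*-H125N of this series the ratio was 1.44 (4 donors in *mre11*-H125N). These values argue against a fall to 0.107 times from loss of Rad27 in itself. Whether it lowers Ty capture in RPA mutants stays open, as the Ty frequency of *rfa1*-t33 *rad27*Δ was 0.423 times that of *rfa1*-t33 (1 and 8 donors, Fisher's exact test, p = 0.694).

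Donors on the sequence named mp, which the paper does not name, numbered 9 in *sgs1*Δ *exo1*Δ, 2.42 per 10000 repair products (1.11 to 4.60), against 0 in *mre11*-H125N (Fisher's exact test, adjusted p = 1.01e-05 over 15 genotypes), 8 in *rtt105*Δ (0.318 per 10000) and 4 in *rad27*Δ. Counted as nuclear, they give 290 nuclear donors in *rtt105*Δ, the paper's own count. In *rtt105*Δ the Ty (205), rDNA (63) and mitochondrial (42) counts equal the paper's as well. This argues that the paper's nuclear class holds the mp donors of *rtt105*Δ. In *sgs1*Δ *exo1*Δ they give 43, closer to the paper's 45 than the 34 without them. In *rad27*Δ they give 316, further from the paper's 310 than the 312 without them, so it stays open there.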

How the results depend on the processing

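The alternatives with other class margins, by sequencing run, with left chromosome ends, with the colonies of all 14 *rad27*Δ libraries and of foldback-type donors over *mre11*-H125N or within 5 bp were chosen after the result was seen. Over 117 results, 415 alternatives gave a value, 257 of them set before the data were examined. In 388 of them the direction and the side of the threshold were the same, and 100 results kept both throughout. No paired analysis was possible because the lists pool the libraries of a genotype. Not run, for want of a read number, a library or an annotation, were at least 2 reads, the 37C libraries, leaving out replicates, a replicate block, class labels of the files, replication origins, tandem repeats and overlap with the telomere itself.

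For all insertions of *rtt105*Δ *rad27*Δ, the ratio to the expectation was 1.31 with colonies as the denominator (1.14 to 1.49), 1.41 with the colonies of all 14 *rad27*Δ libraries (1.23 to 1.61), 1.00 with donors within 5 bp counted once, 1.00 with the wild-type frequency subtracted and 0.139 with the product of the folds. The first 4 turn its side of 1, the 2 with colonies also lie past the threshold, above the sum of the single mutants, and the last passes it below. With that product, which multiplies the folds by construction, the nuclear ratio of *rtt105*Δ *rad27*Δ was 0.103 and its rDNA ratio 0.339, and in *rfa1*-t33 *rad27*Δ the ratios were 0.579 for all, 0.300 for nuclear and 0.742 for rDNA donors. With all *rad27*Δ colonies, Ty donors of *rad27*Δ were 0.792 times those of *mre11*-H125N, which turns the side of 1 with no test passed. With colonies, the rDNA ratio of *rtt105*Δ *rad27*Δ was 0.734 (0.762 with all *rad27*Δ colonies), and foldback-type donors of *rtt105*Δ *tel1*Δ were 0.225 times those of *rtt105*Δ, all no longer past the threshold. With donors within 5 bp counted once, that last ratio was 0.536, and foldback-type donors over *mre11*-H125N were 3.41-fold in *rtt105*Δ and 14.8-fold in *rfa1*-t33, none past the threshold any more, while those of *rtt105*Δ *tel1*Δ were 1.83-fold, on the other side of 1. Foldback-type donors share an end, so this count merges them by length alone and cannot test their frequency. With colonies, foldback-type donors of *rtt105*Δ were 4.05-fold over *mre11*-H125N and no longer past the threshold. Nuclear donors of *exo1*Δ over *mre11*-H125N were 3.45-fold without a Ty margin and 0 with it, as donors at the elements' edges then count as nuclear. Without the largest *rad27*Δ run, the median of *rad27*Δ minus that of *rtt105*Δ *rad27*Δ was -1.0 bp and the complex share of *rad27*Δ 15.7%. The tRNA excess of *rad27*Δ passed the threshold at 1 kb (1.59-fold), with merged loci (2.29-fold) and without run 1 (2.49-fold), while the intergenic excess with merged loci (1.23-fold) did not. The inverted share of *rtt105*Δ was 50.0% with rDNA and Ty included. Apart from the product and the Ty margin, the cause was not tested, also where runs were left out. Depth limits the foldback-type donors and the comparison with *mre11*-H125N, which had 6 insertions.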

Differences from the paper's values

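The comparisons with figures were chosen after the paper's figures had been seen, those of foldback-type donors, of classes in *pol32*Δ and 6 other genotypes and with other Ty margins after the result was seen, and the rest were set before the data were examined. Of 113 values set beside the paper's, 89 did not differ by more than 1.5 times. Many of the 89 are 0 in both. The rule also passes the median length in *rad27*Δ, 88 bp in the paper and 64 bp here. It passes the nuclear insertions of *sgs1*Δ *exo1*Δ as well, 45 in the paper and 34 here, where the 34 leave out 9 donors on the sequence named mp.

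The paper's Table S2 gives 2 nuclear insertions without rDNA in *exo1*Δ against 0 here, and 2 Ty insertions in *rfa1*-t33 *rad27*Δ against 1 here; counting donors within 5 bp once left both as they were. A Ty margin of 0 bp, chosen after the data had been examined, gives the paper's 2 in *exo1*Δ but leaves *rtt105*Δ with 190 Ty donors where the paper has 205, and a margin of 1000 bp, also chosen then, gives the paper's 2 in *rfa1*-t33 *rad27*Δ but leaves *rtt105*Δ with 277 nuclear donors where the paper has 290. In *pol32*Δ, the paper's counts are 1 nuclear and 1 Ty insertion against 0 and 2 here, and in *rtt105*Δ *rad1*Δ the paper's 4 nuclear insertions stand against 2, all the same with donors within 5 bp counted once and with either Ty margin; the deposited list of complex insertions of *rtt105*Δ *rad1*Δ holds no donor, and the paper counts 1. For foldback inversions from *MAT***a**, 13 genotypes differ. The paper's counts are 17 in *rad27*Δ, 151 in *rtt105*Δ, 38 in *rfa1*-t33, 27 in *rtt105*Δ *rad27*Δ, 6 in *rfa1*-t33 *rad27*Δ, 52 in *sgs1*Δ *exo1*Δ, 12 in *sgs1*Δ, 11 in *exo1*Δ, 11 in *mre11*-H125N, 8 in *rev3*Δ, 9 in *rad30*Δ, 7 in *rtt105*Δ *tel1*Δ and 10 in *rtt105*Δ *rad1*Δ. The lists hold 4, 21, 8, 4, 2, 2, 2, 3, 2, 2, 3, 1 and 3 foldback-type donors in the same order, and with donors within 5 bp counted once, which leaves 6 in *rtt105*Δ and 5 in *rfa1*-t33, all 13 still differ. Counting all *MAT* donors, added after the data had been examined, gives 14 in *rad27*Δ, which does not differ, but 10 of these lie on the plus strand and are no foldback-type donors. The paper searched for inversions from 5 bp separately, and the shortest donor in the lists is 24 bp, so the thresholds of these counts differ.

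The paper's share of *rad27*Δ insertions below 50 bp is 40%, and the lists gave 20.5%. With nuclear donors only it was 18.9% and with a minimum of 20 bp 20.5%, which differ, while with donors of complex insertions added it was 28.9%, which does not. The paper's median length of inverted donors in *rtt105*Δ is 150 bp, and the lists gave 97.5 bp, 97.5 bp for pairs within 200 bp or 10 kb and 99.0 bp with rDNA and Ty included, all of which differ. The paper's number of Ty1 insertions plotted for *rtt105*Δ is 98, and 191 donors in Ty1 were listed, with no alternative set for this count.

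For *rad27*Δ donors within 1 kb of a telomere, the paper shows about 39 in Fig. 3E, read by eye, and 9 were found, 16 within 5 kb, 7 with loci merged and 11 with complex donors added, all of which differ. For *rtt105*Δ and *rfa1*-t33 together, it shows about 9 in Supplementary Figure S3, read by eye, and 2 were found, 5 within 5 kb, 2 with loci merged and 2 with complex donors added, all of which differ. For tRNA genes within 0.2 kb it shows about 7 in Supplementary Figure S3, read by eye, and 11 were found. At 1 kb, 33 were found and with complex donors added 12, which differ, and with loci merged 9, which does not. The telomere counts found here are of donors near a chromosome end, since no telomere annotation was used. The main counts come from 265 single-donor insertions in each set, while the paper gives 310 insertions for *rad27*Δ and 321 for the other set. These counts therefore set unlike measures and sets side by side.

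The paper's text states that insertions from across the genome did not rise in *sgs1*Δ. Over the paper's wild-type counts, *sgs1*Δ here was 5.41-fold for nuclear donors without rDNA (Fisher's exact test, adjusted p = 0.0150), 4.06-fold with rDNA and 7.10-fold for all insertions, of which many are Ty, and the last matches the number printed in Fig. 3A. These wild-type counts come from an earlier publication, so study and genotype cannot be told apart.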

Other observations

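The tests of the strand of *MAT* donors were chosen after the result was seen, and the tests of shared loci before it.

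Mitochondrial DNA gave 42 donors in *rtt105*Δ, 1.67 per 10000 repair products (1.20 to 2.25), against 0 in *mre11*-H125N (Fisher's exact test, two-sided, adjusted p = 1.50e-07 over 15 genotypes). *rad27*Δ had 3 such donors and *rtt105*Δ *rad27*Δ had 1. In *rtt105*Δ *tel1*Δ, all insertions together fell to 0.109 times those of *rtt105*Δ (19 insertions, Fisher's exact test, p = 8.29e-43), and in *rtt105*Δ *rad1*Δ to 0.0361 times (2 insertions), both in a run that held no *rtt105*Δ library. Of the *MAT* donors, 10 of 14 in *rad27*Δ and 1 of 24 in *rtt105*Δ lay on the plus strand (Fisher's exact test, p = 2.03e-05), or 9 of 11 and 1 of 9 with donors within 5 bp on a strand counted once (Fisher's exact test, p = 0.00548), and 7 of the *rad27*Δ donors came from 200848 to 200956 on chromosome III of R64, in 2 runs.

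Of 284 nuclear donors of *rtt105*Δ *rad27*Δ, 78 lay within 1 kb of a *rad27*Δ donor, 5.85-fold over random placement (13.3 donors, p = 1.00e-04, the smallest that 10000 placements can give). This is more than uniform placement of independent donors gives. Donors of *rtt105*Δ lay near *rad27*Δ donors less often (28 of 282, 2.05-fold, Fisher's exact test of the difference p = 8.50e-08). Both tests treat donors as independent, although many recur at the same loci, so their p-values are too small. Loci that recur as donors for other reasons are not excluded. Carry-over of DNA would mostly give identical ends, and 2 of the 78 had both ends identical (2.56%, 0.312 to 8.96), and 11 at least 1 end, so it is not the main source. The 2 lie at 489443 to 489472 on chromosome IV and 76564 to 76594 on chromosome X, each joined in both genotypes to *UBP14*, at 353600 to 353655 in *rad27*Δ and 353598 to 353651 in *rtt105*Δ *rad27*Δ for the former, and at 353610 to 353683 and 353604 to 353683, with 1 end shared, for the latter, so carry-over of single insertions stays open. A candidate explanation for the sharing is a set of loci vulnerable without Rad27, but several shared loci lie in repeated subtelomeric sequence, where alignment to the same copy stays open and was not tested.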
